# Complete loss of H3K9 methylation dissolves mouse heterochromatin organization

**DOI:** 10.1038/s41467-021-24532-8

**Published:** 2021-07-16

**Authors:** Thomas Montavon, Nicholas Shukeir, Galina Erikson, Bettina Engist, Megumi Onishi-Seebacher, Devon Ryan, Yaarub Musa, Gerhard Mittler, Alexandra Graff Meyer, Christel Genoud, Thomas Jenuwein

**Keywords:** Transferases, Gene silencing

## Abstract

Histone H3 lysine 9 (H3K9) methylation is a central epigenetic modification that defines heterochromatin from unicellular to multicellular organisms. In mammalian cells, H3K9 methylation can be catalyzed by at least six distinct SET domain enzymes: Suv39h1/Suv39h2, Eset1/Eset2 and G9a/Glp. We used mouse embryonic fibroblasts (MEFs) with a conditional mutation for *Eset1* and introduced progressive deletions for the other SET domain genes by CRISPR/Cas9 technology. Compound mutant MEFs for all six SET domain lysine methyltransferase (KMT) genes lack all H3K9 methylation states, derepress nearly all families of repeat elements and display genomic instabilities. Strikingly, the 6KO H3K9 KMT MEF cells no longer maintain heterochromatin organization and have lost electron-dense heterochromatin. This is a compelling analysis of H3K9 methylation-deficient mammalian chromatin and reveals a definitive function for H3K9 methylation in protecting heterochromatin organization and genome integrity.

## Abstract (web summary)

Histone H3K9 methylation (H3K9me) states define repressed chromatin in eukaryotic cells. Here the authors reveal complete loss of all H3K9me in mammalian cells through successive deletion of H3K9 methyltransferase genes that results in the dissolution of heterochromatin and the derepression of nearly all repeat families.

## Introduction

Heterochromatin is gene-poor, repeat-rich regions of the genome that are classically defined to remain condensed during interphase^1^. From these early cytological studies, DAPI staining of A/T-rich repeats to high-resolution microscopy, heterochromatin can be described as an electron-dense chromatin material that shows the concentration in subnuclear compartments and is often associated with the nuclear periphery. Heterochromatin has important functions for chromosome segregation, genome integrity, and gene regulation^2,3^.

The methylation of histone H3 at lysine 9 (H3K9) is a hallmark of heterochromatin. It is established by three distinct enzymatic systems that target different regions of the genome. Suv39h enzymes (Suv39h1 and Suv39h2 in mammals) establish H3K9 trimethylation (H3K9me3) at constitutive heterochromatin^4,5^. Setdb1/Eset1 is required for retrotransposon silencing^6,7^. G9a and Glp are predominantly mediating H3K9 dimethylation (H3K9me2) and gene repression at euchromatic loci^8,9^.

A biochemical pathway for heterochromatin formation involves Suv39h-mediated H3K9me3, which is bound by the heterochromatin protein HP1^4,10,11^. HP1 binding promotes compaction and transcriptional repression and stabilizes Suv39h binding to heterochromatin. However, while disruption of Suv39h enzymes results in loss of H3K9me3 and dispersion of HP1, the overall organization of heterochromatin in DAPI-dense foci remains largely intact^5^, indicating that other mechanisms are involved.

Several observations suggest a partial redundancy between H3K9 methylation systems. A sub-stoichiometric complex containing G9a, Suv39h, and Eset1 has been described^12^. *Eset1* knockdown in *Suv39h* double-null MEFs results in partial dispersion of DAPI-dense heterochromatic foci^13^. In *C. elegans*, double deletion of MET-2 (a Setdb1 homolog) and SET-25 (a KMT with some homology to G9a and Suv39h) results in loss of heterochromatin anchoring to the nuclear lamina^14^. Interestingly, *MET-2/SET-25* mutant worms are viable despite lacking all H3K9 methylation, but derepress transposons and satellite repeats, leading to genome instability and sterility^15,16^.

We addressed potential redundancy between H3K9 methylation systems in mouse fibroblast cells by generating compound mutants for all known SET-domain H3K9 lysine methyltransferases (KMT) using the CRISPR/Cas9 technology. We isolated mouse embryonic fibroblast (MEF) cell lines lacking progressively 2, 4, or all 6 H3K9 KMTs. Compound mutant MEF cells lacking all six enzymes lost all H3K9 methylation, derepress multiple families of repeat elements, and display DNA damage and cell death. While mutants retaining the function of some of the H3K9-methylating enzymes maintain heterochromatin clustering, 6KO MEF cells show the complete collapse of heterochromatin foci and loss of electron-dense heterochromatin. These results illustrate the functional redundancy between the three H3K9 KMT systems and provide compelling evidence for an essential function of H3K9 methylation in heterochromatin organization.

## Results

### Gene pair disruptions identify distinct functions for the Suv39h, Eset, and G9a enzymes in directing H3K9 methylation states

In mouse cells, 6 genes encode SET-domain-containing enzymes with a documented methyltransferase activity toward H3K9: *Suv39h1* and *Suv39h2*, *Eset1/Setdb1* and *Eset2/Setdb2*, and *G9a/Ehmt2* and *Glp/Ehmt1* (Fig. 1a). Since *Setdb1/Eset1*-deficient cells display growth defects, we took advantage of existing mouse embryonic fibroblasts (MEFs) with a tamoxifen-inducible conditional deletion of *Eset1*^6^, hereafter called *Eset1cKO*, or *E1c*. We refer to the *E1c* cells as wild-type (WT) control MEF cells, which, after tamoxifen-induced deletion of *Eset1*, are converted into *E1* (*Eset1*-null) MEFs. We used the CRISPR/Cas9 system in the *E1c* MEFs to introduce frameshift mutations within the catalytic domain of all the other SET-domain genes encoding H3K9 KMTs (Fig. 1a).

**Fig. 1:**
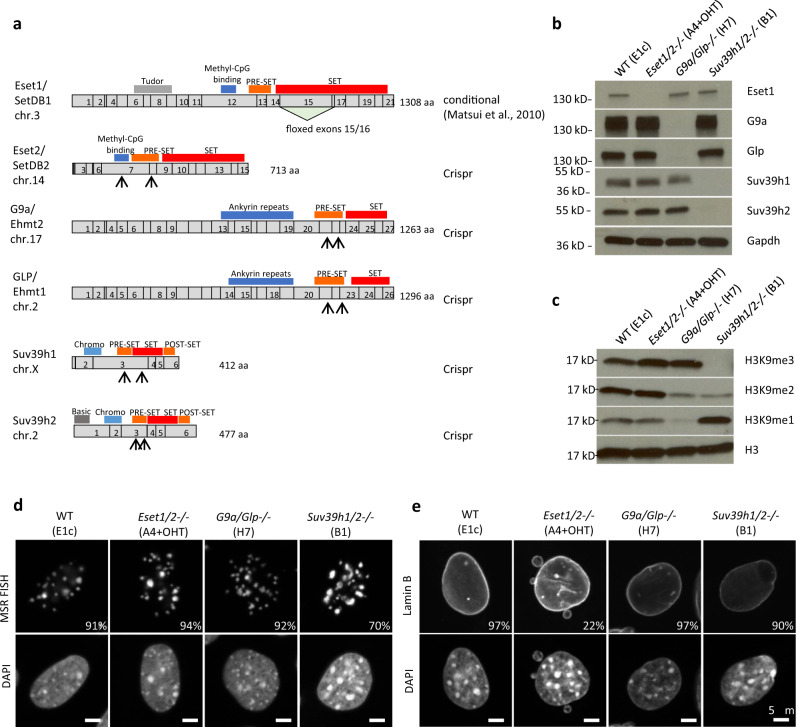
Three distinct gene pairs encode H3K9 KMT enzymes in the mouse genome. **a** Domain structure of the six SET-domain H3K9 KMT. For each gene, numbered boxes indicate exons, and conserved protein domains are indicated above the gene structure. The triangle below *Eset1* illustrates the floxed exons deleted upon tamoxifen treatment. For the other SET-domain H3K9 KMT genes, disruptions were generated by CRISPR/Cas9 technology, with the location of the gRNAs indicated by arrows below the gene structure. **b** Gene pair mutants lacking either *Eset1/Eset2*, *G9a/Glp*, or *Suv39h1/Suv39h2*. Western blots were performed on whole-cell extracts of the mutant clones (top) using specific antibodies indicated on the right. Gapdh was used as a loading control. *Eset1* deletion was probed with extracts after 2 days of induction in culture with 4-hyroxytamoxifen (4-OHT, 1 μM) followed by 2 days in a normal medium. Representative results of two independent experiments. **c** Western blot analysis of H3K9 methylation states in H3K9 KMT gene pair mutants. Acid-extracted histones were probed with antibodies specific for H3K9me1, H3K9me2, and H3K9me3. Total H3 was used as a loading control. Representative results of three independent experiments. Source data are provided as a Source Data file. **d** DNA FISH for major satellite repeats (MSR) in control and H3K9 KMT gene pair mutants. Percentages indicate cells that display the shown pattern. *N* = 325 cells examined for WT, 329 for *Eset1/2−/−*, 301 for *G9a/Glp−/−*, and 384 for *Suv39h1/2−/−* over two independent experiments. For each image, lower panels show DAPI counterstaining of the same nuclei. **e** Immunofluorescence for Lamin B, marking the nuclear lamina. Percentages indicate cells that display the shown pattern. *N* = 402 cells examined for WT, 439 for *Eset1/2−/−*, 321 for *G9a/Glp−/*−, and 410 for *Suv39h1/2−/−* over two independent experiments. For each image, lower panels show DAPI counterstaining of the same nuclei. Scale bars represent 5 μm.

We first generated cell lines lacking the function of each set of paralogous genes. After transfecting *E1c* MEFs with plasmids carrying Cas9 and the respective guide RNAs, we isolated clones and confirmed the absence of detectable target proteins as well as the efficiency of tamoxifen-induced *Eset1* deletion by western blotting (Fig. 1b). We then assessed the contribution of each enzyme pair to the total levels of H3K9 methylation, by probing chromatin extracts with antibodies specific for H3K9me1, H3K9me2, and H3K9me3 (Fig. 1c). *Eset1/Eset2 (E1E2)* double-mutant MEFs do not display a significant reduction in overall H3K9 methylation levels. By contrast, *G9a/Glp (G9Gl)*-deficient cells have greatly lowered H3K9me1 and H3K9me2, while *Suv39h1/Suv39h2 (S1S2)* mutants lack most H3K9me3, and to a lesser extent, H3K9me2. Thus, the different H3K9 enzyme pairs have distinct functions in establishing H3K9 methylation, in agreement with published observations^5,8^.

### *Eset*-mutant MEF cells display micronuclei but maintain heterochromatic clustering

We visualized pericentric heterochromatin organization in these mutant MEF cells by performing DNA fluorescence in situ hybridization (DNA FISH) with probes specific for major satellite repeats (MSR). In WT (*E1c*) control cells, MSR sequences are clustered in bright and regular foci overlapping DAPI-dense areas (Fig. 1d). This organization is maintained in *Eset1*/*Eset2* or *G9a/Glp* double-deficient cells, and only *Suv39h1/Suv39h2* mutant cells display very modest aberrations in the definition of heterochromatic foci.

We then determined the integrity of the nuclear envelope by immunostaining with an antibody directed against the nuclear lamina component Lamin B. We did not observe any alteration in the morphology of the nuclear lamina of *G9a/Glp* and *Suv39h1/Suv39h2* mutant cells when compared to WT. In contrast, *Eset1/Eset2*-deficient cells have multiple micronuclei and display deformation of the nuclear lamina/envelope (Fig. 1e), suggesting that they harbor significant DNA damage.

These data indicate distinct functions for the Suv39h1/Suv39h2, Eset1/Eset2, and G9a/Glp systems in establishing H3K9 methylation states, as well as the different requirements for maintaining nuclear envelope morphology. However, none of these gene pair mutants show significant alterations in heterochromatin organization, suggesting a higher degree of redundancy between these three H3K9-methylating systems.

### Compound KMT-mutant MEF cells that lack the six SET-domain H3K9-methylating enzymes have lost all H3K9 methylation states

To address this question, we next generated mutant cell lines with compound inactivation of multiple H3K9 SET-domain genes, in combination with the *Eset1*-conditional mutation. We proceeded stepwise to establish two series of mutant cell lines that progressively lack increasing numbers of H3K9-methylating enzymes (Fig. 2a). In the first series, we generated *Eset1*-conditional MEF cells lacking *Suv39h1* and *Suv39h2* (*E1c S1S2)* and further inactivated the remaining three H3K9 SET-domain genes to generate cells carrying mutations in all six H3K9-methylating enzymes (*E1cE2 S1S2 G9Gl*). In a parallel series, we first targeted *Eset2* (*E1cE2*), then *G9a* and *Glp* (*E1cE2 G9Gl*), and finally *Suv39h1* and *Suv39h2* (*E1cE2 G9Gl S1S2*). We confirmed the absence of mutant gene products, as well as the efficiency of tamoxifen-induced *Eset1* deletion by western blotting (Fig. 2b).

**Fig. 2:**
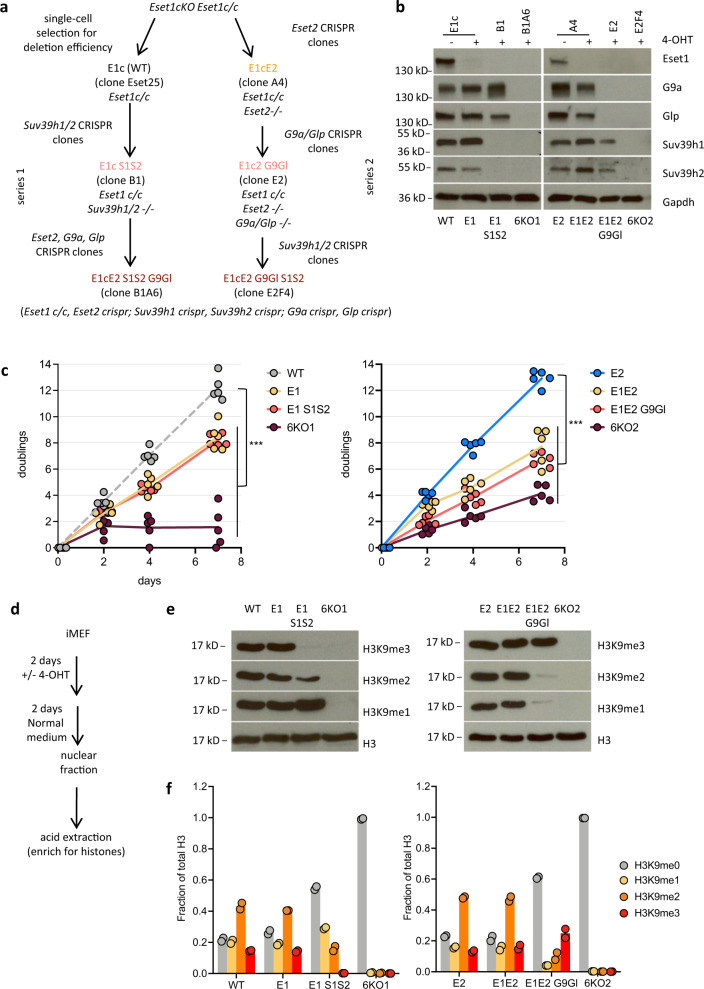
Loss of H3K9 methylation in compound H3K9 KMT-mutant MEF cells. **a** Generation of compound H3K9 KMT-mutant MEF by successive CRISPR/Cas9-mediated inactivation of genes encoding H3K9 KMT enzymes. Two series of H3K9 KMT mutants were generated. Nomenclature for the H3K9 KMT mutants is indicated on the scheme. *E1c* (*Eset1-*conditional, also WT), *E1* (*Eset1*-null), *E2* (*Eset2*-null), *G9* (*G9a*-null), *Gl* (*Glp*-null,) *S1* (*Suv39h1*-null), and *S2* (*Suv39h2*-null). **b** Western blot analysis for H3K9 KMT gene products in whole-cell extracts of WT and H3K9 KMT mutants. Gapdh was used as a loading control. Representative results of two independent experiments. Source data are provided as a Source Data file. **c** Proliferation capacity of compound H3K9 KMT mutants. The *y* axis indicates cumulative doublings after consecutive days in culture (*x* axis). *E1c*/WT and *E2* were grown in a normal medium, and all other H3K9 KMT mutants in presence of 1 μM 4-OHT in a culture medium (individual data points with line connecting their mean, *N* = 5 independent experiments). Statistically significant differences in doubling time, when compared to WT (left) or E2 (right) growth curves are shown by asterisks (***P = 1.1 × 10^−10^ for *E1* and *E1 S1S2*, *P* = 7.2 × 10^−11^ for *6KO1*, *P* = 2.8 × 10^−8^ for *E1E2, P* = 2.6 × 10^−8^ for *E1E2 G9Gl* and *6KO2*, extra-sum-of-squares *F* test). **d** Induction of *Eset1* deletion. Cells were grown for 2 days in presence of 1 μM 4-OHT in culture medium, followed by 2 days in normal medium without 4-OHT. After cell lysis and fractionation, histones were acid-extracted from the nuclear fraction. **e** Western blot analysis of H3K9 methylation states in compound H3K9 KMT mutants. Acid-extracted histones were probed with antibodies specific for H3K9me1, H3K9me2, and H3K9me3. Total H3 was used as a loading control. Representative results of three independent experiments. Source data are provided as a Source Data file. **f** Mass spectrometry analysis of H3K9 methylation states. The *y* axis indicates the fraction of total H3 carrying H3K9me1, H3K9me2, or H3K9me3 modifications, determined by normalizing intensities obtained for the corresponding peptides in nanoLC–MS (bars represent mean with individual data points overlaid, *N* = two independent samples).

We first characterized the growth properties of these compound H3K9 KMT-mutant cell lines. While all compound H3K9 KMT cell lines are viable and proliferating when growing in the absence of tamoxifen (i.e., when *Eset1* is still functional), inducing *Eset1* deletion in the continuous presence of tamoxifen leads to cell death after a few days (i.e., more than 4 days) in culture (Fig. 2c). This lethality is more pronounced in cells lacking all six H3K9 KMT (*E1E2 S1S2 G9Gl* or abbreviated as *6KO1* and *E1E2 G9Gl S1S2* or abbreviated as *6KO2*) when compared to the single inactivation of *Eset1* (*E1*).

For the following experiments and sample preparations, we, therefore, induced *Eset1* deletion by a 2-day incubation with tamoxifen, followed by a 2-day culture in the normal medium (Fig. 2d).

We then examined H3K9 methylation in chromatin extracts from the various H3K9 KMT mutants by western blotting (Fig. 2e). Consistent with our previous observations with H3K9 SET-domain gene pair mutants, *Eset1* (*E1*), *Eset2* (*E2*), and *Eset1/Eset2* (*E1E2*)-deficient cells display comparable levels of H3K9 methylation as WT cells. Compound *Eset1* and *Suv39h1/Suv39h2* mutants (*E1 S1S2*) largely lack H3K9me3, while compound *Eset1*/*Eset2* and *G9a*/*Glp* mutants (*E1E2 G9Gl*) have drastically reduced H3K9me1 and H3K9me2. Strikingly, in extracts from the compound *6KO1* and *6KO2* mutants, we could not detect any residual H3K9me1, H3K9me2, or H3K9me3.

To validate this observation with an antibody-independent approach, we analyzed the same extracts by mass spectrometry (Fig. 2f). We detected very similar changes in H3K9 methylation states, and confirmed the nearly total absence of H3K9 methylation in chromatin extracted from the *6KO1* and *6KO2* mutants, with H3K9me1, H3K9me2, and H3K9me3 levels reduced to ≤1% as compared to WT.

We also investigated possible changes in the abundance of other histone modifications by mass spectrometry, and observed only a moderate increase in H3K9 acetylation or in H3K27me3, together with a decrease in H3S10 phosphorylation, specifically in extracts from the *6KO* mutants (Supplementary Fig. 1A). We also examined changes in total levels of H3 or H4 acetylation, as well as H3K4me3 by western blotting. While H3 acetylation was increased in some of the H3K9 KMT mutants, particularly in extracts from *6KO* cells, H4 acetylation and H3K4me3 were not significantly altered (Supplementary Fig. 1B). Therefore, loss of H3K9 methylation does not lead to a general or bulk increase in histone modifications associated with active chromatin, although the absence of H3K9 methylation might facilitate H3 acetylation. Importantly, these changes may not occur specifically at heterochromatin regions.

The presence of micronuclei in some of the H3K9 KMT mutants prompted us to examine the phosphorylation of the histone variant H2A.X (γH2A.X), a known marker of DNA double-strand breaks^17^. We observed an increase in γH2A.X signal in some of the H3K9 KMT mutants, particularly in extracts from *6KO1* cells (Supplementary Fig. 1C), but these levels remained low when compared to control cells treated with the topoisomerase inhibitor Etoposide and they were not apparent in extracts from *6KO2* cells. This might reflect different kinetics of DNA repair at heterochromatin regions and/or a somewhat altered involvement of heterochromatin proteins in the activation of DNA repair pathways^18^ between the *6KO1* and *6KO2* mutants. In addition, it has been shown that micronuclei can also form without γH2A.X accumulation^19^.

We further assessed global DNA methylation levels in the *6KO* mutant cells, either by DNA dot-blot analysis using an antibody recognizing 5-methylcytosine (5mC) (Supplementary Fig. 1D) or by mass spectrometry (Supplementary Fig. 1E). As controls, we used mouse ES cells that were either wild type or mutant for the three DNA methyltransferases establishing 5mC (*Dnmt* TKO)^20^. *Dnmt* TKO ES cells have only residual levels of 5mC and of 5-hydroxymethylcytosine (5hmC). In contrast, *6KO* MEF cells maintain high, although modestly decreased 5mC and 5hmC levels, corresponding to ~80% 5mC (*P* < 0.05) or 60% 5hmC (non-significant) of the signals observed in WT MEFs. These data indicate that loss of H3K9 methylation does not lead to an immediate and overall or genome-wide loss of DNA methylation.

### Massive derepression of repeat elements and retrotransposons in compound H3K9 KMT-mutant MEF cells

We determined the transcriptional response of H3K9 KMT disruption by performing RNA sequencing (RNA-seq) in the various H3K9 KMT-mutant cell lines. 

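RNA from 24 cultures of mouse embryonic fibroblasts in 8 conditions was sequenced, with 3 biological replicates per condition. WT cells carry a conditional *Eset1* allele and an inducible Cre recombinase and were left without 4-hydroxytamoxifen (4-OHT). *E1* cells are the same line after 4-OHT, which activates the Cre recombinase and removes floxed exons of *Eset1*. *E2* and *E1E2* are the *Eset2*-mutant clone without and with 4-OHT. The treatment field of the sample labels is the same for all samples and names 4-OHT, the growth field allows medium with or without it, and the titles mark the WT and *E2* libraries as controls. The titles and the paper were followed. *E1 S1S2* and *6KO1* belong to the first series of clones and *E1E2 G9Gl* and *6KO2* to the second, all after 4-OHT. Stranded libraries were made from total RNA and read from both ends. The authors trimmed the reads with cutadapt, aligned them to GRCm38 with STAR and counted them on genes and repeat elements with TEtranscripts, which shares a read that maps to many places among the copies of a repeat element. They deposited these counts as whole numbers without normalization. The table holds 47937 gene entries and 1445 repeat elements. Between 24737307 and 37419816 counts were assigned per library, with a median of 30218612. The paper gives a depth of 50 M reads per sample. The values here use the counts. Total counts ranged from 27646204 to 34986131 in WT (median 29088641) and from 30389949 to 35916678 in *E1* (median 31406498). In *E1 S1S2* they ranged from 32003756 to 37419816 (median 32544580), and in *6KO1* from 30047275 to 33801466 (median 33788035). The *E2* totals lay between 25698753 and 33964221 (median 25896373), and those of *E1E2* between 27782114 and 31064315 (median 29405107). The *E1E2 G9Gl* totals lay between 24737307 and 29778184 (median 27549402), and those of *6KO2* between 27298706 and 30922283 (median 29022584). The 3 libraries of a condition differed by more than sampling noise in every pair, with a chi-square per gene from 2.12 to 62.8 where sampling noise alone gives 1. The 2 largest values were those of WT replicate 2 against the other WT libraries. Counts were normalized with edgeR's TMM factors, which were computed on genes and also applied to repeats, and were tested with edgeR's quasi-likelihood test over all 24 libraries with two-sided p-values and Benjamini-Hochberg adjustment. A gene or repeat element is called upregulated or downregulated where the fold change is at least 2 (log2 fold change of 1) and the adjusted p is at most 0.01. The paper gives the same fold change and a P value of the same size. The paper used DESeq2, whose calls were computed as an alternative. After removal of genes with low counts, 18565 genes were tested. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1, so the adjusted p-values rest on the spread that edgeR estimates across genes. The 3 libraries of a condition are cultures of 1 clone, so this is the spread between cultures of a clone. Only *E1* shares the WT clone. For the other mutants, the p-values cannot tell an effect of genotype against WT from a difference between clones.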

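The 6 targeted genes were read first in every condition, as a check of the labels. Values are log2 fold changes against WT, and WT levels are normalized counts (mean ± SD, n = 3). *Setdb1* (*Eset1*, ENSMUSG00000015697), on chromosome 3 from 95323525 to 95357202 of GRCm38, had 1529 ± 72.8 counts in WT and changed by -0.57 in *E1*, -0.58 in *E1 S1S2*, -0.57 in *6KO1*, -0.31 in *E2*, -0.31 in *E1E2*, -1.19 in *E1E2 G9Gl* and -0.95 in *6KO2*. The adjusted p of *Setdb1* was 6.8e-06 in *E1* and 4.4e-10 in *6KO2* (edgeR). Between *E2* and *E1E2*, which differ by 4-OHT, *Setdb1* changed by 0.0072 (SE 0.078, adjusted p = 0.991, edgeR), so its RNA does not tell these libraries apart, and both are named by their labels here. Cre removes floxed exons rather than the whole gene, so counts over the gene can remain. *Setdb2* (*Eset2*), on chromosome 14 from 59402009 to 59440884, had 755 ± 58.2 counts in WT and changed by -1.36 in *E2*, -1.43 in *E1E2*, -1.55 in *E1E2 G9Gl*, -1.39 in *6KO2* and -0.90 in *6KO1*, and by -0.20 in *E1* and -0.61 in *E1 S1S2*, where it is not targeted. *Suv39h1*, on chromosome X from 8061171 to 8074760, had 2786 ± 57.7 counts in WT and changed by -1.14 in *E1 S1S2*, -1.73 in *6KO1* and -0.81 in *6KO2*, and by -0.47 in *E1E2 G9Gl*, 0.079 in *E1* and -0.043 in *E2*. Its change of -0.0095 in *E1E2* turned to 0.010 with only genes of mean normalized count above 100 and to 0.0079 with only the 6 libraries compared. *Suv39h2*, on chromosome 2 from 3455815 to 3475031, had 999.5 ± 85.6 counts in WT. It was higher by 0.76 in the libraries labelled *E1 S1S2* (adjusted p = 7.0e-09, edgeR) and by 0.14 in *6KO1*, and changed by -0.96 in *6KO2*, -1.47 in *E1E2 G9Gl*, -0.10 in *E1*, -0.38 in *E2* and -0.22 in *E1E2*. *Ehmt1* (*Glp*), on chromosome 2 from 24789928 to 24919614, had 2705 ± 336 counts in WT and changed by -1.40 in *E1E2 G9Gl*, -1.05 in *6KO1* and -0.95 in *6KO2*, and by -0.037 in *E1*, -0.12 in *E1 S1S2*, -0.059 in *E2* and -0.13 in *E1E2*. *Ehmt2* (*G9a*), on chromosome 17 from 34898469 to 34914052, had 3228 ± 494 counts in WT and changed by -1.69 in *E1E2 G9Gl*, -1.32 in *6KO1* and -0.56 in *6KO2*, and by 0.29 in *E1*, 0.65 in *E1 S1S2*, 0.43 in *E2* and 0.40 in *E1E2*. The genes other than *Eset1* were mutated with CRISPR/Cas9, and a frameshift need not lower the RNA. Exons of *Suv39h2* overlap those of *Dclre1c* on the opposite strand over 357 bases, and exons of *Suv39h1* overlap an antisense transcript over 767 bases, so their counts are uncertain unless the counting used strand.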

We first focused on all repetitive elements in the mouse genome. 

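Repeat elements took 12.5 to 13.7% of the counts in WT, 15.6 to 16.0% in *E1*, 20.8 to 21.2% in *E1E2 G9Gl*, 21.5 to 21.9% in *6KO1* and 18.1 to 18.8% in *6KO2*, so every library of these mutants lay above every WT library. An element here is a name in the repeat annotation, such as IAPEz-int, and its count sums all copies in the genome, so it has no single position. After removal of elements with low counts, 1207 were tested, among them 579 LTR, 255 LINE, 37 SINE, 213 DNA and 5 satellite elements. The paper scaled repeats by the gene counts, and the same was done here. Under this scaling the median log2 fold change over all tested elements was 0.10 in *E1*, 0.56 in *6KO1*, 0.77 in *E1E2 G9Gl* and 0.28 in *6KO2*. With factors computed from the repeats alone, it was -0.0056, -0.056, -0.069 and -0.045, respectively, which removes any rise that most elements share. The medians in *E1 S1S2*, *E2* and *E1E2* were 0.20, 0.12 and 0.15 with the gene factors.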

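In *E1* cells, 56 of the tested repeat elements were upregulated and 3 downregulated against WT. Of the upregulated elements, 51 were LTR elements, 18 of them ERV1 and 32 ERVK. The median log2 fold change of the upregulated LTR elements was 2.34. Without a fold change minimum, the alternative that moved this count most, 93 elements were upregulated. With the replicate number as a block, the counts were 56 and 3, while the deviations of same-numbered *E1* and WT libraries from their condition means correlated at r = -0.180. The internal sequences MuLV-int and MMVL30-int of the ERV1 family rose from 4624 ± 962 and 4849 ± 343 normalized counts (SD, n = 3) in WT by log2 fold changes of 6.70 (SE 0.13, adjusted p = 1.4e-37) and 5.07 (SE 0.16, adjusted p = 3.2e-30, edgeR). The ERVK element MMERVK10C-int, at 3323 ± 198 counts in WT, rose by 4.56, and IAPEz-int, at 12092 ± 641, by 1.13. These 4 elements were named after their values had been seen. The summed count of all LTR elements in *E1* was 3.67 times that of WT (366665 ± 61484, SD, n = 3), and each *E1* library lay above each WT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).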

As previously reported^6,21^, deletion of *Eset1* alone is sufficient to induce derepression of a subset of endogenous retroviruses (ERV) (Fig. 3b and Supplementary Fig. 2). 

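The number of upregulated LTR elements was 51 in *E1*, 65 in *E1 S1S2*, 55 in the libraries labelled *E2*, 62 in those labelled *E1E2*, 327 in *E1E2 G9Gl*, 269 in *6KO1* and 190 in *6KO2*. Over all repeat classes, 498 elements were upregulated and 25 downregulated in *E1E2 G9Gl*, 394 and 32 in *6KO1*, and 272 and 26 in *6KO2*. With the replicate number as a block, the counts were 498 and 26, 395 and 32, and 273 and 26, in the same order. The same-numbered libraries correlated at r = 0.0838 for *E1E2 G9Gl* and WT, 0.212 for *6KO1* and WT, and -0.103 for *6KO2* and WT. With factors from the repeats alone, 271 elements were upregulated and 125 downregulated in *E1E2 G9Gl*, 231 and 97 in *6KO1*, 199 and 52 in *6KO2*, and 61 and 21 in *E1 S1S2*. Tested against each other, 120 elements were higher and 46 lower in *E1E2 G9Gl* than in *6KO1*, 69 and 33 of them LTR elements, and 202 were higher and 22 lower in *E1E2 G9Gl* than in *6KO2*, 129 and 16 of them LTR elements. The median log2 fold change of the upregulated LTR elements was 2.10 in *E1E2 G9Gl*, 2.07 in *6KO1* and 2.13 in *6KO2*, taken over more elements than in *E1*. The summed LTR count was 6.31 times that of WT in *E1E2 G9Gl*, 6.05 times in *6KO1* and 4.54 times in *6KO2*, against 2.94 in *E1 S1S2*, 2.57 in *E2* and 2.44 in *E1E2*. Without the element RLTR6-int, an alternative chosen after its values had been seen, the *E1E2 G9Gl* total was 4.49 times WT.

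**Figure D1:**
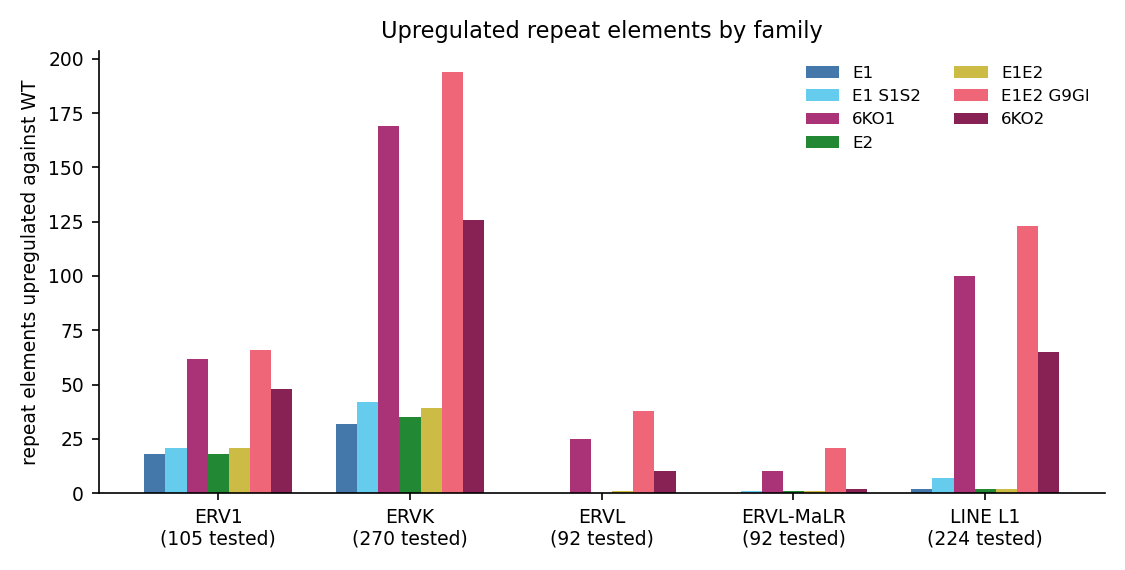
Number of repeat elements upregulated against WT (vertical axis) in the ERV1, ERVK, ERVL, ERVL-MaLR and LINE L1 families (horizontal axis, with the number of elements tested), one bar per mutant condition in the colours of the key. For ERVK the bars reach 194 in E1E2 G9Gl, 169 in 6KO1 and 126 in 6KO2, with repeats scaled by the gene counts. With factors from the repeats alone the ERVL-MaLR totals no longer rise in 6KO1 and 6KO2.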

Notably, the numbers of derepressed ERV elements, as well as the magnitude of their upregulation, are increased in cell lines where additionally also *G9a* and *Glp* are deleted (*E1E2 G9Gl*) and further augmented in the *6KO1* and *6KO2* cells (Fig. 3a, b). Among the distinct ERV subtypes, ERV class I elements of the ERV1 family are most sensitive to *Eset1* depletion (Supplementary Fig. 2A). 

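Counts were summed over the elements of each of 56 repeat families and tested with edgeR, with adjustment over the families. The ERV1 total, which covers 105 tested elements, rose in *E1* by a log2 fold change of 4.48 (SE 0.14, adjusted p = 3.6e-20), where the ERVK total rose by 1.14 (SE 0.092), the ERVL total by 0.091 (SE 0.10) and the ERVL-MaLR total by 0.072 (SE 0.10). With the repeat factors alone, the last 2 were -0.013 and -0.029. Without MMVL30-int, the largest ERV1 element over all libraries, the *E1* rise was 4.37, and without MuLV-int, which held 54.9% of the *E1* total, it was 3.51 (SE 0.15, adjusted p = 4.5e-14, edgeR), an alternative chosen after the values had been seen. Each library left out in turn gave 4.37 to 4.56. The ERV1 rise against WT was 3.89 in *E1 S1S2*, 4.26 in *6KO1*, 3.64 in *E2*, 3.46 in *E1E2*, 4.92 in *E1E2 G9Gl* and 4.36 in *6KO2*, with adjusted p-values from 6.3e-21 to 5.7e-18 (edgeR), and every library of every mutant lay above every WT library (two-sided exact permutation test, p = 0.1 in each case, the smallest possible). The libraries labelled *E2*, which had no 4-OHT, are among them. Between the libraries labelled *E1E2* and *E2* the ERV1 total changed by -0.17 (SE 0.12, adjusted p = 0.989, edgeR). With the replicate number as a block, the *E1* rise was 4.49, and same-numbered libraries over all pairs of conditions correlated at r = 0.0166.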

ERV class II elements, such as the ERVK family, show only a modest increase in expression in cells lacking *Eset1*, or both *Eset1* and *Eset2* (*E1E2*), but are strongly upregulated in *E1E2 G9aGl* mutants and in *6KO1* and *6KO2* cells (Fig. 3c). In contrast, expression of ERV class III elements is either unaltered (ERVL), or only moderately increased (MaLR), even in mutant cells lacking all six KMT (Supplementary Fig. 2A).

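The ERVK total, over 270 tested elements, had log2 fold changes against WT of 1.14 in *E1*, 1.19 in *E1 S1S2*, 0.98 in *E2* and 1.00 in *E1E2*, and of 2.74 in *E1E2 G9Gl*, 3.36 in *6KO1* and 2.42 in *6KO2* (adjusted p = 7.4e-19, 2.0e-20 and 1.1e-17, edgeR). Leaving out MMERVK10C-int, the element with the largest count over all libraries, gave 0.62 in *E1*, 0.66 in *E1 S1S2* and 2.73 in *6KO1*, the first 2 then under the fold change minimum. The *E1 S1S2* value was also under it, at 0.98, with factors from the repeats alone. Across the fits that each left out one library, the *E2* value ran from 0.87 to 1.05 and the *E1E2* value from 0.88 to 1.07, so these lay on both sides of the minimum. Upregulated ERVK elements numbered 42 in *E1 S1S2*, 35 in *E2* and 39 in *E1E2*. MMERVK10C-int itself rose by 4.56 in *E1*, 4.63 in *E1 S1S2*, 4.00 in *E2*, 4.38 in *E1E2*, 5.98 in *E1E2 G9Gl*, 7.00 in *6KO1* and 4.77 in *6KO2*. The corresponding values of IAPEz-int were 1.13, 0.61, 0.88, 0.56, 3.05, 4.76 and 4.10 (SE 0.10 in *6KO2*). MMERVK10D3_I-int rose from 119.7 ± 11.2 counts (SD, n = 3) in WT by 5.39 in *E1*, 7.25 in *E1 S1S2*, 5.87 in *E2*, 4.61 in *E1E2*, 8.46 in *E1E2 G9Gl*, 8.36 in *6KO1* and 8.68 in *6KO2*.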

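The ERVL total, over 92 tested elements, rose by 0.69 in *6KO1* (SE 0.10, adjusted p = 4.2e-06), 0.87 in *E1E2 G9Gl* (adjusted p = 7.8e-08) and 0.34 in *6KO2* (adjusted p = 0.0127, edgeR), all under the fold change minimum. These 3 rises shrank to 0.075, 0.030 and 0.0096 with factors from the repeats alone. In *E1 S1S2*, *E2* and *E1E2* the ERVL changes were 0.19, 0.14 and 0.18, with adjusted p-values from 0.242 to 0.663 (edgeR), and the first turned to -0.014 under that scaling. The ERVL-MaLR total, also over 92 elements, rose by 0.60 in *6KO1* (SE 0.10, adjusted p = 3.5e-05), 0.84 in *E1E2 G9Gl* (adjusted p = 2.0e-07) and 0.30 in *6KO2* (adjusted p = 0.0273, edgeR), and with factors from the repeats alone these were -0.0072, 0.0027 and -0.022. The ERVL-MaLR changes of 0.17 in *E1 S1S2* and 0.11 in *E2* likewise turned to -0.035 and -0.0054. Among single elements, 25 ERVL and 10 ERVL-MaLR elements were upregulated in *6KO1*, 38 and 21 in *E1E2 G9Gl*, and 10 and 2 in *6KO2*. No ERVL element was upregulated in *E1*, where 12 had a higher count at an unadjusted p under 0.05.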

**Fig. 3:**
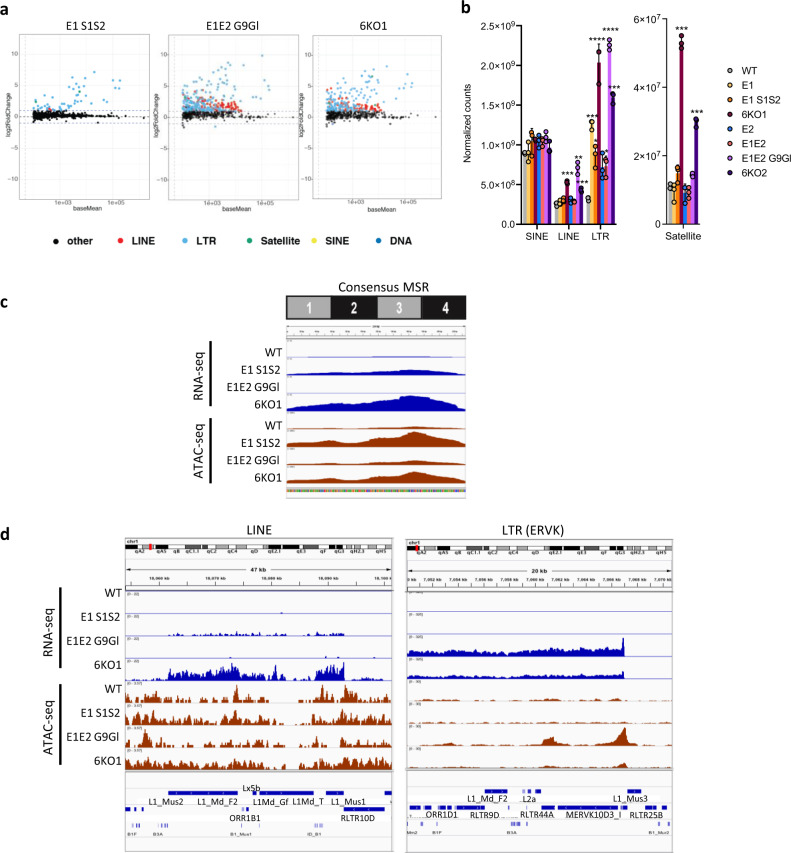
Massive derepression of repeat elements in compound H3K9 KMT-mutant MEF cells. **a** MA plots depicting changes in repeat element expression in compound H3K9 KMT mutants relative to WT, as determined by RNA sequencing (RNA-seq). From left to right: *E1 S1S2, E1E2 G9Gl*, and *6KO1*. Black dots represent repeat elements whose change in expression is not statistically significant. Red, LINE elements. Light blue, LTR retrotransposons. Green, Satellites. Yellow, SINE elements. Dark blue, DNA transposons. **b** Global changes in expression for distinct repeat classes (SINE, LINE, LTR, and Satellite), in each of the compound H3K9 KMT mutants. The *y* axis indicates normalized read counts (mean ± SD, individual data points overlaid, *N* = 3 independent samples). Satellites are shown on a separate graph due to their lower expression level. Asterisks indicate statistically significant differences when compared to WT levels (LINE: ***P = 1.1 × 10^−4^ for *6KO1*, **P = 0.006 for *E1E2 G9Gl*, ***P = 8.0 × 10^−4^ for *6KO2*; LTR: ***P = 3.7 × 10^−4^ for *E1*, *P = 0.019 for *E1 S1S2*, ****P = 6 × 10^−5^ for *6KO1*, *P = 0.026 for *E1E2*, ****P = 8.4 × 10^−5^ for *E1E2 G9Gl*, ***P = 3.6 ×10^−4^ for *6KO2*; Satellite, ***P = 1.2 × 10^−4^ for *6KO1* and *P* = 1.4 × 10^−4^ for *6KO2*, two-sided, unpaired *t* test). **c** Coverage plot of major satellite repeat (MSR) transcripts to the consensus MSR sequence in WT and H3K9 KMT mutants (from top to bottom: *E1 S1S2*, *E1E2 G9Gl*, and *6KO1*). ATAC-seq indicating DNA accessibility in the same mutants is shown below. **d** Genome browser tracks showing expression levels (top) and ATAC-seq profiles (bottom) of example genomic regions with repeat elements. Left, genomic region harboring LINE elements. Right, region with LTR-containing elements (ERVK).

Non-long terminal repeat (LTR) containing retrotransposons are classified as short or long interspersed nuclear elements (SINE or LINE). While expressed at relatively high levels in WT cells, SINE is not dysregulated by the lack of H3K9 KMT (Fig. 3b). 

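SINE elements had 1113620 ± 192499 normalized counts in WT (SD, n = 3), more than the LTR and LINE classes. Their summed count was 1.01 times WT in *E1*, 1.08 in *E1 S1S2*, 1.04 in *E2*, 1.09 in *E1E2*, 1.05 in *E1E2 G9Gl*, 1.02 in *6KO1* and 0.945 in *6KO2*. The differences from WT were smaller than the spread of the WT libraries, and the two-sided exact permutation p ran from 0.6 to 1 where the smallest possible is 0.1. WT replicate 2 was lower in SINE counts, at 892655, than WT replicates 1 and 3, at 1245020 and 1203180. Leaving it or any other library out in turn kept the *6KO1* ratio between 0.927 and 1.08. The scaling moved it more. With factors from the repeats alone, the ratio was 0.666 in *6KO1*, 0.590 in *E1E2 G9Gl* and 0.753 in *6KO2*. No SINE element was upregulated in any mutant, out of 37 tested, while 5 had a higher count in *E1E2 G9Gl* and 1 in *6KO1* at an unadjusted p under 0.05. That number was 2 in each of *E2*, *E1E2* and *6KO2*, 1 in *E1 S1S2* and 0 in *E1*. Downregulated SINE elements numbered 1 in *6KO1* and 0 in the other mutants, with 3 in *6KO1*, 3 in *6KO2*, 1 in *E1 S1S2*, 1 in *E1E2 G9Gl* and 0 in *E1*, *E2* and *E1E2* having a lower count at an unadjusted p under 0.05.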

LINE elements, in particular LINE L1, are overexpressed specifically in H3K9 KMT-mutant cells lacking *G9a* and *Glp* (*E1E2 G9Gl*) and in *6KO1* and *6KO2* cells (Fig. 3a, b).

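The summed LINE count, 297001 ± 55417 normalized counts in WT (SD, n = 3), was 2.65 times WT in *E1E2 G9Gl*, 2.02 times in *6KO1* and 1.60 times in *6KO2*, with every library of these lines above every WT library (two-sided exact permutation p = 0.1, the smallest possible). In *E1*, *E1 S1S2*, *E2* and *E1E2* it was 1.07, 1.16, 1.10 and 1.09 times WT with exact permutation p-values from 0.3 to 0.9. When the factors were taken from the repeats alone, the ratio was 1.49 in *E1E2 G9Gl*, 1.32 in *6KO1* and 1.28 in *6KO2*. The L1 family total rose by a log2 fold change of 1.42 in *E1E2 G9Gl* (SE 0.11, adjusted p = 3.0e-11), 1.03 in *6KO1* (SE 0.11, adjusted p = 1.6e-08) and 0.69 in *6KO2* (SE 0.11, adjusted p = 1.5e-05, edgeR). These were 0.59, 0.42 and 0.36 with factors from the repeats alone, and the *6KO1* value was 0.97 with factors from genes and repeats together. The L1 changes were 0.10 in *E1*, 0.22 in *E1 S1S2*, 0.15 in *E2* and 0.13 in *E1E2*, with adjusted p-values from 0.222 to 0.991 (edgeR), and that in *E1E2* turned to -0.0067 with factors from the repeats alone. Of the 224 L1 elements tested, 123 were upregulated in *E1E2 G9Gl*, 100 in *6KO1* and 65 in *6KO2*, against 7 in *E1 S1S2* and 2 each in *E1*, *E2* and *E1E2*.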

Satellite DNA forms large tandem repeat arrays at centromeric and pericentromeric regions, but can also be found in a few intergenic regions. In particular, major satellite repeats (MSR) are repressed by Suv39h enzymes in various cell types, including fibroblasts^22^. Satellite repeats are exclusively derepressed in mutant cells lacking Suv39h enzymes, and not in other compound H3K9 KMT mutants (Fig. 3b). 

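The summed satellite count was 11079 ± 153 normalized counts in WT, 17264 ± 1266 in *E1 S1S2*, 53833 ± 2463 in *6KO1* and 29908 ± 1528 in *6KO2* (SD, n = 3 each). These are 1.56, 4.86 and 2.70 times WT, with every library above every WT library (two-sided exact permutation p = 0.1, the smallest possible). In *E1*, *E2*, *E1E2* and *E1E2 G9Gl* the total was 1.01, 1.01, 1.05 and 1.29 times WT, with exact permutation p-values of 1, 0.9, 0.1 and 0.1. The WT totals differed from each other by an SD of 153 counts only, and the *E1E2 G9Gl* libraries, at 14305 ± 127, were all above them. The single elements MMSAT4 and IMPB_01 spread more in WT, with SDs of 1203 and 1111. In WT replicate 2 the first was high, at 5932, and the second low, at 3549, so the total understates the spread. The total, with factors from the repeats alone, was 0.707 times WT in *E1E2 G9Gl* and 0.927 in *E1E2*, but 1.32 in *E1 S1S2*, 3.11 in *6KO1* and 2.10 in *6KO2*. The direction in *E1 S1S2* is drawn from libraries in which *Suv39h1* RNA was lower than in WT and *Suv39h2* RNA higher. The paper reports that western blots found neither protein in this clone.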

In cells depleted for *Suv39h1/Suv39h2* together with *Eset1*, the only upregulated satellite repeats are MSR (annotated as GSAT_MM in Supplementary Fig. 2A). 

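GSAT_MM, the annotation's name for the major satellite, rose from 269 ± 15.9 normalized counts in WT to 4512 ± 335 (SD, n = 3) in *E1 S1S2* (log2 fold change 4.07, SE 0.13, adjusted p = 2.2e-30, edgeR over all repeat elements). The alternative that moved it most, factors from the repeats alone, gave a log2 fold change of 3.82. The changes of MMSAT4, IMPB_01 and ZP3AR in *E1 S1S2* were 0.28, 0.14 and 0.27 (adjusted p = 0.0822, 0.380 and 0.0499, edgeR). Under the scaling by repeats, the first 2 turned to -0.014 and -0.053. The remaining satellite element tested, SYNREP_MM, which was named after its values had been seen, rose from 35.0 ± 6.29 counts in WT by 2.48 (adjusted p = 1.5e-15, edgeR). It also rose by 1.84 in *E1*, 3.37 in *E1E2 G9Gl* and 2.41 in *6KO1*, and fell by 1.07 in *E2*, a fall that lost the thresholds with only the 6 libraries compared. In the lines not labelled as mutant for *Suv39h1* and *Suv39h2*, GSAT_MM changed by 0.68 in *E1*, -0.20 in *E2*, 1.12 in *E1E2* and 0.64 in *E1E2 G9Gl*, and in the last of these *Suv39h2* RNA was itself lower than in WT. The *E1E2* rise passed the thresholds (adjusted p = 9.5e-11, edgeR) except with factors from the repeats alone (0.95), and the *E1E2 G9Gl* value then turned to -0.23.

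**Figure D2:**
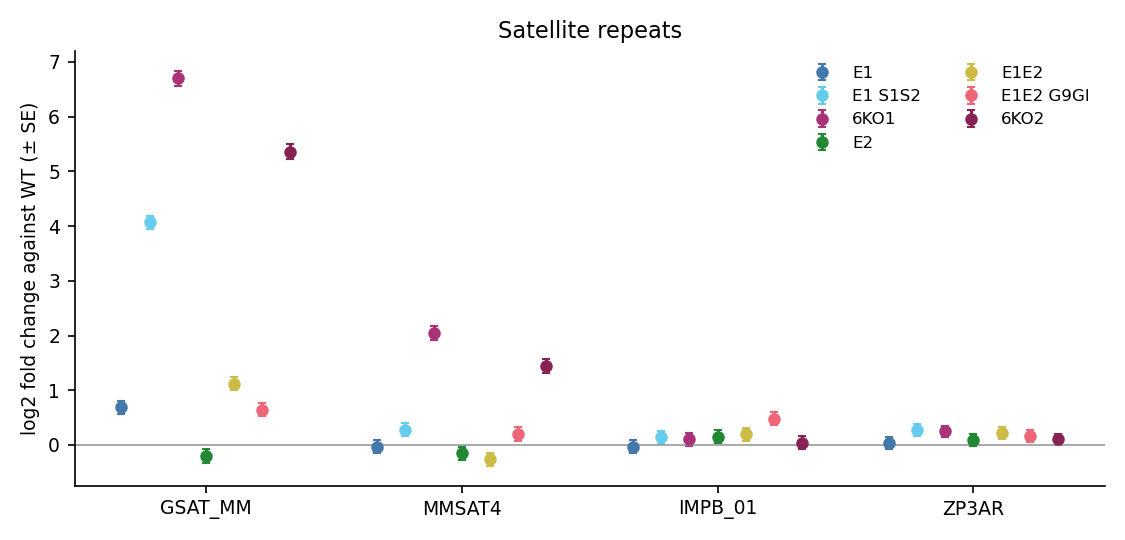
Log2 fold change against WT (vertical axis, points, with bars of 1 standard error from edgeR) of the satellite elements GSAT_MM, MMSAT4, IMPB_01 and ZP3AR (horizontal axis) in the mutant conditions, 3 libraries each. GSAT_MM lies at 4.07 in E1 S1S2, 6.70 in 6KO1 and 5.36 in 6KO2, and MMSAT4 at 2.04 in 6KO1. With factors from the repeats alone, IMPB_01 falls to -0.50 and ZP3AR to -0.37 in 6KO1, to -0.35 and -0.67 in E1E2 G9Gl, and to -0.28 and -0.23 in 6KO2, and MMSAT4 to -0.72 in E1E2 G9Gl.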

Interestingly, MSR expression is further increased in cells that lack all 6 KMT, indicating that while Suv39h are the chief H3K9-methylating enzymes for MSR repression, other H3K9 KMT can participate in their control (Fig. 3c and Supplementary Fig. 2A). In addition to MSR, *6KO1* and *6KO2* mutant cells also upregulate MMSAT4 sequences (Supplementary Fig. 2A).

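GSAT_MM reached 28023 ± 2443 normalized counts in *6KO1* and 11073 ± 958 in *6KO2* (SD, n = 3). Tested directly, it was higher in *6KO1* than in *E1 S1S2*, its parental line, by a log2 fold change of 2.63 (SE 0.12, adjusted p = 1.5e-24, edgeR), and this difference was 2.23 with factors from the repeats alone. Each library left out in turn gave 2.56 to 2.69. It was higher in *6KO2* than in *E1E2 G9Gl* by 4.72 (SE 0.13, adjusted p = 4.7e-32, edgeR) and higher in *6KO1* than in *6KO2* by 1.34 (SE 0.11, adjusted p = 7.5e-14, edgeR). Suv39h RNA is not equal across these lines, since *Suv39h1* counts were 1265 ± 15.1 in *E1 S1S2*, 838 ± 37.5 in *6KO1* and 1592 ± 20.3 in *6KO2*. The log2 fold change of *Suv39h2* against WT was 0.76 in *E1 S1S2*, 0.14 in *6KO1*, -0.96 in *6KO2* and -1.47 in *E1E2 G9Gl*, which is lower than in *6KO2*. RNA of a mutated gene need not give protein, and the paper reports from western blots that the mutant gene products were absent. In the lines mutant for both genes, these RNA levels are therefore no measure of Suv39h protein.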

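MMSAT4 had 4548 ± 1203 normalized counts in WT, 18763 ± 1001 in *6KO1* and 12337 ± 697 in *6KO2* (SD, n = 3). The log2 fold change was 2.04 in *6KO1* (SE 0.13, adjusted p = 2.7e-19) and 1.44 in *6KO2* (SE 0.12, adjusted p = 4.2e-14, edgeR), and 1.35 and 1.02 with factors from the repeats alone. Against *E1 S1S2*, MMSAT4 was higher in *6KO1* by 1.76 (SE 0.12, adjusted p = 6.4e-17, edgeR). IMPB_01 and ZP3AR differed between *6KO1* and *E1 S1S2* by -0.038 and -0.023, less than their standard errors of 0.12 and 0.10, but by -0.44 and -0.43 with factors from the repeats alone. In *E1*, *E2*, *E1E2* and *E1E2 G9Gl*, MMSAT4 changed by -0.030, -0.15, -0.26 and 0.20, with exact two-sided permutation p-values from 0.3 to 0.9.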

We also assessed changes in chromatin accessibility by ATAC-seq. The disruption of H3K9 KMT leads to a global increase in chromatin accessibility over repeat elements, which is particularly pronounced for MSR sequences (Fig. 3c, d and Supplementary Fig. 2B). Surprisingly, however, changes in chromatin accessibility did not strictly reflect changes in repeat expression, and several repeat types, such as ERVL, gained chromatin accessibility without being derepressed (Supplementary Fig. 2B).

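The elements with the largest rises in *6KO1*, among the 259 elements past the thresholds in both *6KO* lines whose every library lay above every WT library, were LTR109A2, MER65D, MMERVK10D3_I-int, RLTR19D and IAP1-MM_I-int. LTR109A2, MER65D and RLTR19D had no count in any WT library and reached 112 ± 6.60, 55.6 ± 4.22 and 33.0 ± 6.92 normalized counts in *6KO1* (SD, n = 3). IAP1-MM_I-int rose from 71.8 ± 6.65 counts in WT by a log2 fold change of 7.86 in *6KO1* (SE 0.14, adjusted p = 3.9e-40, edgeR), and by 4.43 in *E1*, 2.60 in *E1 S1S2*, 2.33 in *E2*, 1.87 in *E1E2*, 8.49 in *E1E2 G9Gl* and 6.52 in *6KO2*. By chance, 1.19% of elements would have all libraries of both *6KO* lines above all WT libraries. DNA elements were also upregulated, 32 of 213 in *E1E2 G9Gl*, 15 in *6KO1* and 10 in *6KO2*. Of the downregulated elements, 21 of 32 in *6KO1* and 27 of 28 in *E2* were tRNA elements.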

In summary, the disruption of H3K9 KMT leads to the derepression of multiple families of repeat elements. These results also reveal that distinct H3K9 KMT have both specific and overlapping functions in the silencing of repeat elements.

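The sets of upregulated elements overlapped between lines. All 56 elements upregulated in *E1* were also upregulated in *6KO1*, 54 of them in *E1E2 G9Gl* and 51 in *6KO2*. Of the 78 elements of *E1 S1S2*, 44 were shared with *E1* and 75 with *6KO1*. *E1E2 G9Gl* shared 354 of its elements with *6KO1* and 262 with *6KO2*. The libraries labelled *E1E2* shared 52 of their 67 elements with those labelled *E2* and 42 with *E1*. The paper reads the lines against each other: the ERV1 rise already in *Eset1* mutants, the ERVK and LINE L1 rises where *G9a* and *Glp* are also absent, and the satellite rise where *Suv39h1* and *Suv39h2* are absent, with a further rise of the major satellite when all 6 genes are mutated. From these differences between lines it concludes that distinct H3K9 KMT act on repeat elements in part specifically and in part together.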

### Activation of pattern-recognition and DNA damage pathways in compound H3K9 KMT-mutant MEF cells

We next analyzed changes in gene expression levels upon loss of H3K9 methylation. We observed dysregulation of increasing numbers of genes in H3K9 KMT mutants lacking progressively more H3K9 KMT (Fig. 4a). 

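Against WT, 790 genes changed in *E1*, 2183 in *E1 S1S2* and 5731 in *6KO1*, the first series. In the second series, 1134 genes changed in the libraries labelled *E2*, 1620 in those labelled *E1E2*, 4674 in *E1E2 G9Gl* and 3848 in *6KO2*. The upregulated and downregulated genes numbered 1235 and 948 in *E1 S1S2*, 538 and 596 in *E2*, 1023 and 597 in *E1E2*, and 3113 and 1561 in *E1E2 G9Gl*. Some of the mutant lines were also tested against each other. 430 genes were higher and 122 lower in *E1E2* than in *E2*, 685 higher and 389 lower in *E1E2* than in *E1*, 3025 higher and 932 lower in *6KO1* than in *E1 S1S2*, and 1335 higher and 1693 lower in *6KO2* than in *E1E2 G9Gl*. With the replicate number as a block, the counts against WT were 1218 and 941 in *E1 S1S2*, 526 and 584 in *E2*, 1001 and 587 in *E1E2*, and 3107 and 1536 in *E1E2 G9Gl*. The correlation of same-numbered libraries was 0.0494, -0.0378 and 0.0102 for the first 3 of these lines with WT. The largest move in number came from the fold change minimum, without which 5733 genes were higher and 5245 lower in *E1E2 G9Gl*.

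**Figure D3:**
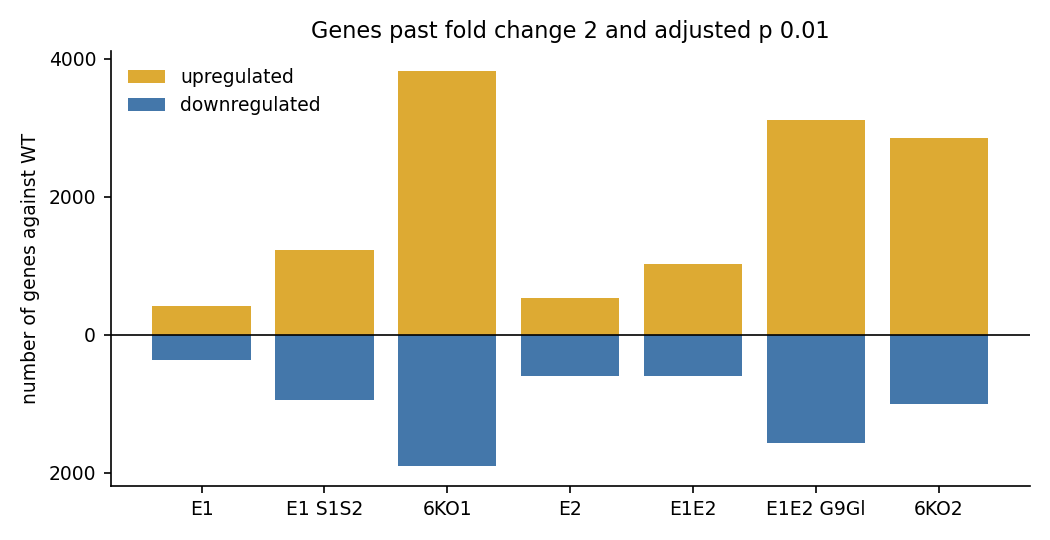
Number of genes upregulated (bars above 0) and downregulated (bars below 0) against WT at a fold change of at least 2 and an adjusted p of at most 0.01 from edgeR (vertical axis) in each mutant condition (horizontal axis, 3 libraries each). The bars reach 3831 up and 1900 down in 6KO1, and 2848 up and 1000 down in 6KO2.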

While *Eset1* mutant cells display 362 upregulated and 331 downregulated genes (fold change ≥2, *P* value ≤ 0.01), when compared to WT control cells, cells depleted for all six KMT show deregulation of thousands of genes (3427 up and 1632 down in *6KO1* and 2517 up and 897 down in *6KO2*).

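In *E1*, 421 genes were upregulated and 369 downregulated out of 18565 tested. With the replicate number as a block, there were 411 and 360, with 765 genes in common. In *6KO1* the block gave 3808 and 1888 (5685 in common) and in *6KO2* 2824 and 986 (3792 in common), and the check of the pairing gave the correlations stated for repeats. DESeq2, the tool the paper names, with its own size factors called 410 and 354 genes in *E1*, 3743 and 1840 in *6KO1*, and 2755 and 950 in *6KO2*. With only genes whose mean normalized count was above 100, the counts were 1338 and 933 in *6KO1*. Across the fits that each left out one library, *E1* had 375 to 398 upregulated genes, *6KO1* 3758 to 3965 and *6KO2* 2693 to 2846. The *6KO* lines shared 2237 upregulated and 669 downregulated genes, and 99 genes changed in opposite directions. Across all tested genes, which are not independent replicates, the log2 fold changes of the *6KO* lines correlated with Pearson's r = 0.806 and Spearman's rho = 0.746. Both use the same WT libraries as reference, which by itself raises the correlation, so these values do not measure shared change alone. The genes with the largest rises in *6KO1* among the 2224 raised in both *6KO* lines with every library above every WT library were *Zfp985*, *C130026I21Rik*, *Gm13147*, *Slfn4* and *Gm773*, and chance gives 9 libraries in such an order for 1.19% of genes. None had a count in WT, and they reached 1727 ± 68.4, 1041 ± 77.7, 1016 ± 80.8, 929 ± 53.4 and 863 ± 85.8 normalized counts in *6KO1* (SD, n = 3). *Zfp985* and *Gm13147*, a pseudogene, lie on chromosome 4 from 147553277 to 147585198 and from 147230284 to 147259338 of GRCm38, among related zinc finger genes whose reads the counting could have split. The largest falls among the 663 lowered genes were those of *Cxcl14* (282 ± 27.3 counts in WT and 0 ± 0 in *6KO1*), *H19* (242 ± 15.2 and 0 ± 0), *Angptl7* (3841 ± 536 and 2.11 ± 0.468), *Fbn2* (3199 ± 799.7 and 1.79 ± 0.831) and *Ephb2* (803 ± 106 and 0.616 ± 0.536).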

**Fig. 4:**
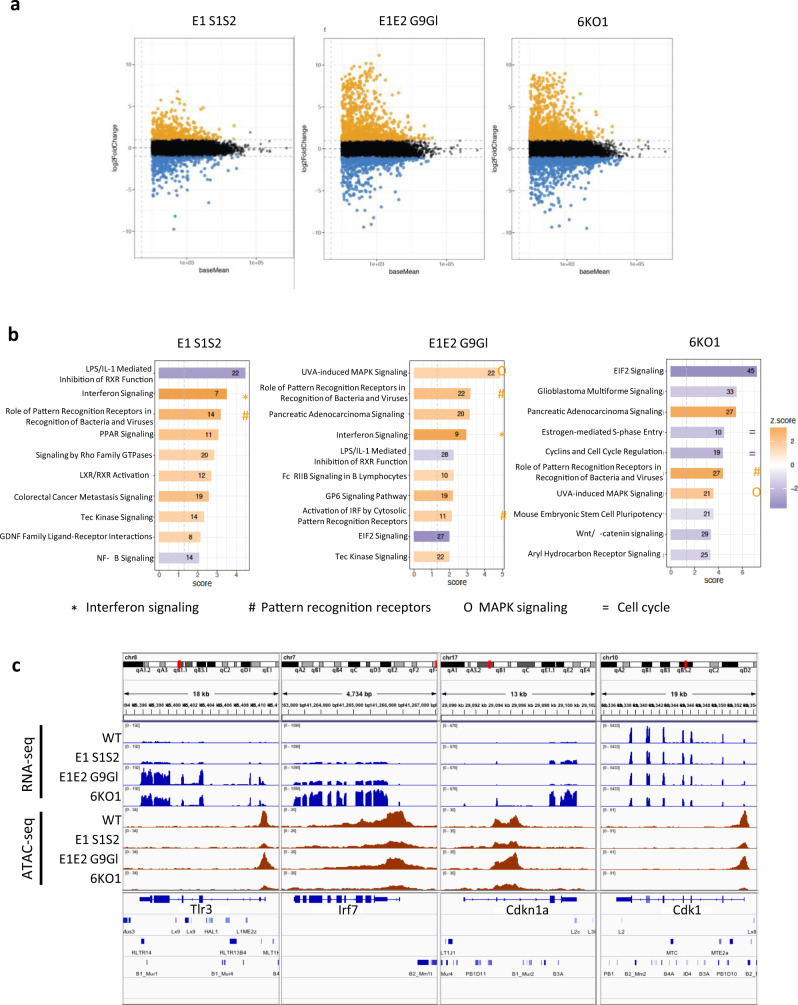
Changes in gene expression in compound H3K9 KMT-mutant MEF cells. **a** MA plots depicting changes in gene expression in compound H3K9 KMT mutants relative to WT, as determined by RNA sequencing (RNA-seq). From left to right: *E1 S1S2, E1E2 G9Gl*, and *6KO1*. Black dots represent genes whose changes in expression are not statistically significant. Yellow dots represent upregulated genes, and blue dots downregulated genes. **b** Ingenuity pathway analysis (IPA) of genes differentially expressed in compound H3K9 KMT mutants relative to WT. From left to right: *E1 S1S2, E1E2 G9Gl*, and *6KO1*. The *x* axis indicates fold change, and the color code indicate the *z* score for each category (legend on the right). Orange indicates upregulation, and purple downregulation of the pathway. Pathways related to pattern-recognition receptors, interferon signaling, MAP kinase signaling, or cell cycle regulation are highlighted by symbols as indicated below the table. **c** Genome browser tracks showing RNA expression levels (top) or ATAC accessibility (bottom) of example genes in compound H3K9 KMT mutants. From left to right, Toll-like receptor 3 (*Tlr3*), interferon regulatory factor 7 (*Irf7*), cyclin-dependent kinase inhibitor 1 A (*Cdkn1a*), and cyclin-dependent kinase 1 (*Cdk1*). For both RNA-seq and ATAC-seq tracks, the top profile corresponds to WT, followed from top to bottom by *E1 S1S2, E1E2 G9Gl*, and *6KO1* mutants.

We determined the functional classification of these deregulated genes with the Ingenuity Pathway Analysis database (Fig. 4b). Among the most significantly enriched pathways, pattern-recognition receptors were consistently upregulated. This included, among other genes, the *Tlr3* and *Tlr4* genes, encoding Toll-like receptors, as well as *Ddx58*/*Rig-I* (Fig. 4c). This is consistent with previous studies where treatment of cancer cells with DNMT inhibitors led to overexpression of ERV, which triggered the activation of the double-stranded RNA sensor TLR3 and, in turn, a type I interferon response^23,24^. Accordingly, H3K9 KMT-deficient MEF cells also display activation of interferon signaling (significantly enriched pathway in all H3K9 KMT-mutant cells except *Eset2* mutants), including overexpression of type I interferon regulators *Irf7, Irf9*, and *Stat1* (Fig. 4c).

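*Tlr3* (ENSMUSG00000031639), on chromosome 8 from 45395665 to 45411080 of GRCm38, had 76.6 ± 7.33 normalized counts in WT, 586 ± 17.7 in *6KO1* and 991 ± 74.5 in *E1E2 G9Gl* (SD, n = 3). Its log2 fold change against WT was 2.93 in *6KO1* (SE 0.15, adjusted p = 2.1e-14), 3.69 in *E1E2 G9Gl* (adjusted p = 2.7e-16), 1.99 in *6KO2* and 1.59 in *E1E2* (edgeR). In *E1*, *E2* and *E1 S1S2* it changed by -0.22, 0.61 and 0.70, under the fold change minimum. Over the alternatives the *6KO1* value stayed between 2.90 and 3.02, the largest with only genes of mean normalized count above 100. *Tlr4*, on chromosome 4 from 66827584 to 66930284, had 687 ± 160.5 counts in WT and rose by 1.11 in *6KO1* (SE 0.11, adjusted p = 2.7e-09, edgeR), 1.55 in *E1E2 G9Gl* and 0.76 in *6KO2*. It fell by 1.04 in *E1 S1S2* (adjusted p = 5.6e-08, edgeR), 0.45 in *E2* and 0.40 in *E1E2*. The *E1 S1S2* fall was under the thresholds without WT replicate 2, where it was -0.84, and with only genes of mean normalized count above 100. The *6KO1* value of *Tlr4* ran from 0.97 to 1.31 as each library was left out in turn. *Ddx58* (*Rig-I*), on chromosome 4 from 40203773 to 40239828, had 635 ± 43.9 counts in WT and rose by 2.76 in *6KO1*, 2.63 in *E1E2 G9Gl*, 1.71 in *6KO2*, 1.93 in *E1E2*, 1.41 in *E1 S1S2*, 0.99 in *E2* and 0.51 in *E1*, with an adjusted p of 6.8e-14 in *6KO1* and 0.0128 in *E1* (edgeR). The *E2* rise of *Ddx58* came to pass the thresholds with DESeq2, at 1.00.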

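A list of 56 interferon-stimulated genes was written before the counts were seen, and 54 of them were tested. Their mean log2 fold change against WT was 0.94 in *E1*, 2.18 in *E1 S1S2*, 4.44 in *6KO1*, 1.09 in *E2*, 2.71 in *E1E2*, 4.10 in *E1E2 G9Gl* and 2.34 in *6KO2*. The camera test of the gene list against all other tested genes, with an inter-gene correlation of 0.01, gave adjusted p-values from 5.9e-53 in *E1E2* to 6.7e-12 in *E1*, over 35 tests of 5 gene lists in 7 comparisons. In *E2* the adjusted p was 4.6e-13, and 49 of the 54 genes were higher than in WT. With the correlation between genes estimated from the data, the alternative that moved the test most, the adjusted p ran from 0.0397 in *E1E2* to 0.380 in *E1*, *E2* and *6KO2*, and with the replicate number as a block the adjusted p was 4.1e-25 in *6KO1* (mean 4.44) and 3.4e-14 in *E2* (mean 1.08). The genes past the thresholds numbered 12 in *E1*, 40 in *E1 S1S2*, 52 in *6KO1*, 19 in *E2*, 48 in *E1E2*, 48 in *E1E2 G9Gl* and 41 in *6KO2* when adjusted over all genes, and 14, 40, 52, 23, 49, 48 and 41 when adjusted over the list alone. *Irf7* (ENSMUSG00000025498), on chromosome 7 from 141262706 to 141266481 of GRCm38, rose from 17.6 ± 1.44 normalized counts (SD, n = 3) by 1.96 in *E1*, 4.09 in *E1 S1S2*, 7.06 in *6KO1*, 2.59 in *E2*, 4.56 in *E1E2*, 5.56 in *E1E2 G9Gl* and 3.93 in *6KO2* (adjusted p = 6.7e-15 in *6KO1* and 0.00223 in *E1*, edgeR). *Irf9*, on chromosome 14 from 55603571 to 55610030, had 362 ± 15.0 counts in WT and rose by 2.71 in *6KO1*, 2.19 in *E1E2 G9Gl*, 1.62 in *E1E2*, 1.18 in *E1 S1S2*, 1.08 in *6KO2*, 0.73 in *E2* and 0.29 in *E1*. Chromosome 14 as a whole was lower in *E1E2 G9Gl* and *E1 S1S2*, so the rise of *Irf9* there went against its chromosome, and 123 bases of its exons are shared with *Rnf31* on the same strand.

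**Figure D4:**
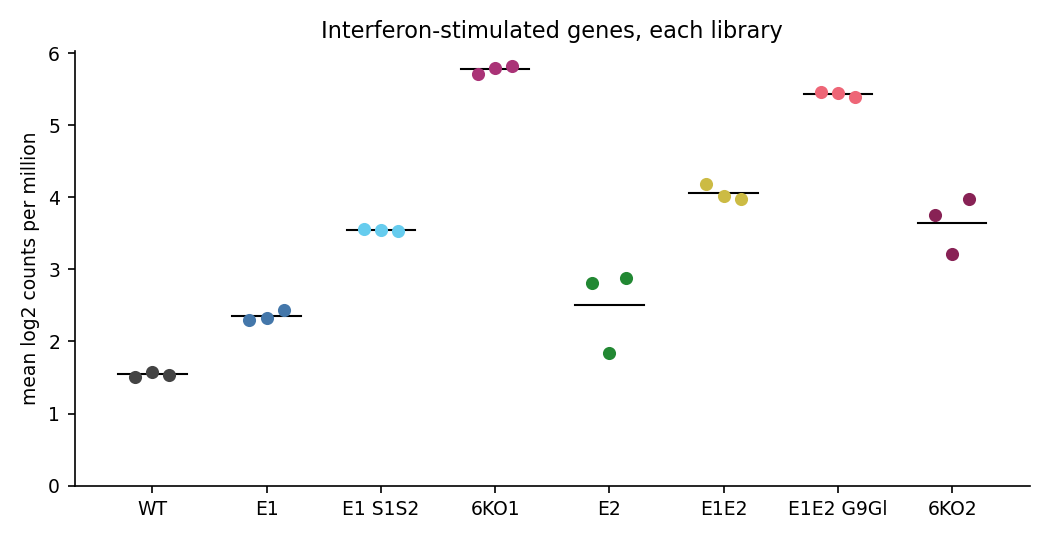
Mean log2 CPM over the 54 interferon-stimulated genes (vertical axis) in each of the 24 libraries (points) by condition (horizontal axis), with a line at the mean of the 3 libraries. All points of every mutant lie above the WT points, and the points of E2 and 6KO2 are spread more widely than those of the other conditions.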

Other significantly altered pathways indicate activation of DNA damage-sensing mechanisms. This includes MAP kinase signaling, with upregulation of *Mapk10, Mapk11*, and *Pik3r5*, among others, and of the p53 pathway, with increased expression of *Trp53inp1*, *Rb1*, and *Cdkn1a* (Fig. 4c). 

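*Mapk10* (ENSMUSG00000046709), on chromosome 5 from 102907948 to 103211334 of GRCm38, had 0.639 ± 0.555 normalized counts in WT and 585 ± 20.2 in *6KO1*, 503 ± 13.8 in *E1E2 G9Gl*, 64.7 ± 5.09 in *6KO2* and 10.7 ± 5.39 in *E1* (SD, n = 3). *Mapk11*, on chromosome 15 from 89142486 to 89149628, had 702 ± 84.3 counts in WT and 353 ± 20.7 in *6KO1*, so that it fell by 0.99 on the log2 scale (SE 0.092, adjusted p = 1.7e-09, edgeR). Its log2 fold change was -0.42 in *E1*, -0.15 in *E1 S1S2*, 0.28 in *E2*, 0.041 in *E1E2*, -0.44 in *E1E2 G9Gl* and -0.18 in *6KO2*. Over the alternatives, the *6KO1* value of *Mapk11* ran from -1.02 to -0.91. *Pik3r5*, on chromosome 11 from 68432121 to 68497849, had 112 ± 17.0 counts in WT and rose by 2.63 in *6KO1*, 2.57 in *6KO2*, 2.69 in *E1E2*, 2.06 in *E1 S1S2*, 1.68 in *E2*, 0.99 in *E1E2 G9Gl* and 0.90 in *E1*. Its rise in *E1E2 G9Gl* passed the thresholds with DESeq2, at 1.01, and that in *E2* lost them with only the 6 libraries compared. *Trp53inp1*, on chromosome 4 from 11156431 to 11174379, had 244 ± 27.9 counts in WT and rose by 4.21 in *6KO1* (SE 0.075, adjusted p = 1.8e-22, edgeR), 2.34 in *6KO2*, 2.34 in *E1E2*, 2.05 in *E1 S1S2* and 0.75 in *E2*, while its change in *E1E2 G9Gl* was -0.18 (adjusted p = 0.0538, edgeR). *Cdkn1a*, on chromosome 17 from 29090976 to 29100727, had 209.6 ± 7.06 counts in WT and rose by 3.97 in *6KO1*, 2.32 in *6KO2*, 2.21 in *E1E2*, 2.04 in *E1 S1S2* and 0.91 in *E2*, and changed by 0.19 in *E1E2 G9Gl* and -0.021 in *E1*. *Rb1*, on chromosome 14 from 73183673 to 73325822, had 299.6 ± 24.0 counts in WT and rose by 2.04 in *6KO1*, 1.46 in *6KO2*, 1.16 in *E1E2 G9Gl*, 0.86 in *E1 S1S2*, 0.84 in *E1E2* and 0.50 in *E2*. Its exons overlap those of *Rcbtb2* and *Lpar6* on the opposite strand over 488 and 408 bases, and chromosome 14 as a whole was lower in *E1 S1S2* and *E1E2 G9Gl*. A list of 25 p53 targets, written before the counts were seen, had a mean log2 fold change of -0.21 in *E1*, 0.48 in *E1 S1S2*, 1.31 in *6KO1*, 0.068 in *E2*, 0.69 in *E1E2*, -0.50 in *E1E2 G9Gl* and 0.65 in *6KO2*. The camera test gave adjusted p-values of 8.2e-11 in *6KO1*, 3.5e-11 in *E1E2* and 0.311 in *E2*, and 1.0e-07, 2.5e-07 and 0.222 with the replicate number as a block, where the means were 1.31, 0.69 and 0.067. In *6KO1*, 13 of the 25 genes were past the thresholds, and 13 when adjusted over the list alone. In *E1E2 G9Gl* 1 was higher and 4 lower, and the same numbers held over the list alone.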

In agreement with the growth defect exhibited by the H3K9 KMT-mutant cell lines, we also observed reduced expression of multiple cyclin-dependent kinases (*Cdk1, Cdk2, Cdk4, Cdk6*, and *Cdk7*, Fig. 4c), and upregulation of apoptosis-related factors, such as *Casp7* and multiple poly (ADP-ribose) polymerases.

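*Cdk1*, *Cdk2* and *Cdk4* lie on chromosome 10 of GRCm38, from 69335146 to 69352938, 128697939 to 128705031 and 127063534 to 127067920. The median change of all genes used on chromosome 10 in *6KO1* was -0.62, and subtracting it leaves -0.48 for *Cdk1*, -0.35 for *Cdk2* and -0.86 for *Cdk4*. *Cdk1* had 9097 ± 2091 normalized counts in WT (SD, n = 3) and log2 fold changes of -1.11 in *6KO1* (SE 0.10, adjusted p = 8.0e-10) and -0.63 in *6KO2* (adjusted p = 7.0e-06, edgeR). The *6KO1* value of *Cdk1* ran from -1.21 to -0.90 as each library was left out in turn. *Cdk2* had 2886 ± 219.7 counts in WT and changed by -0.97 in *6KO1* and -0.49 in *6KO2*, and *Cdk4* had 14604 ± 1861 and changed by -1.48 in *6KO1* and -0.78 in *6KO2*. *Cdk4* overlaps *Tspan31* on the opposite strand over 641 bases. *Cdk6*, on chromosome 5 from 3341485 to 3531008, had 13289 ± 1980.0 counts in WT and changed by -1.11 in *6KO1* and -0.38 in *6KO2*, and by -1.22 in *E1E2 G9Gl*. *Cdk7*, on chromosome 13 from 100702631 to 100730939, had 2188 ± 392 counts in WT and changed by -1.14 in *6KO1* and -0.87 in *6KO2*. In *E1* the changes of *Cdk1*, *Cdk2*, *Cdk4*, *Cdk6* and *Cdk7* were 0.086, -0.074, -0.087, -0.51 and -0.10, in that order. In *E1E2 G9Gl* those of *Cdk1*, *Cdk2*, *Cdk4* and *Cdk7* were -0.26, -0.083, -0.47 and -0.72. In *6KO2*, none of the 5 genes fell by the fold change minimum. The 13 tested poly (ADP-ribose) polymerase genes had a mean log2 fold change of 0.22 in *E1*, 0.42 in *E1 S1S2*, 0.97 in *6KO1*, 0.48 in *E2*, 0.77 in *E1E2*, 0.67 in *E1E2 G9Gl* and 0.47 in *6KO2*. The camera test gave an adjusted p of 0.0944 in *6KO1*, 0.619 in *6KO2* and 0.00419 in *E1E2*, and 0.0738, 0.534 and 0.0160 with the replicate number as a block. In *6KO1*, 6 genes were past the thresholds upward and 1 downward, also over the list alone. The rises in *6KO1* were largest for *Parp14* (3.81), *Parp12* (2.61), *Parp10* (2.35), *Parp9* (1.84), *Parp11* (1.67) and *Parp4* (1.20), while *Parp1* and *Parp2* fell by 1.20 and 0.55 (adjusted p = 6.3e-15 and 1.0e-06, edgeR). *Parp9*, *Parp12* and *Parp14* were also in the list of interferon-stimulated genes.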

Collectively, these results indicate that loss of H3K9 KMT induces a signaling cascade, including DNA damage-sensing pathways, interferon response, attenuation of cell proliferation, and cell death. 

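A list of 38 proliferation genes, written before the counts were seen and including *Mki67*, *Top2a* and the *Mcm* genes, had a mean log2 fold change against WT of 0.10 in *E1*, 0.020 in *E1 S1S2*, -0.15 in *6KO1*, 0.040 in *E2*, 0.0073 in *E1E2*, -0.068 in *E1E2 G9Gl* and -0.22 in *6KO2*. The camera test gave adjusted p-values of 0.119 in *6KO1*, 0.00560 in *6KO2* and 0.307 in *E1E2 G9Gl*, and 0.0460, 0.00132 and 0.223 with the replicate number as a block (means -0.14, -0.22 and -0.065). For the rise in *E1* the camera test gave an adjusted p of 0.0188, and of 0.00867 with the block (mean 0.11). In *6KO2*, 2 of the genes were downregulated and 1 upregulated, and in *6KO1* 1 and 2, also when adjusted over the list alone. In *6KO1*, 12 of the 38 genes were higher than in WT, and in *6KO2* 9. The paper starts from the pathways that its Ingenuity Pathway Analysis finds among the changed genes. It names members of them, namely pattern-recognition receptors, interferon regulators, and MAP kinase and p53 genes. The paper then adds changes of cyclin-dependent kinases and apoptosis factors. It links the receptor and interferon genes to earlier work in which DNMT inhibitors raised ERV expression and double-stranded RNA sensing led to an interferon response, and the cyclin-dependent kinases to the growth defect of the lines. From these together it concludes that loss of the H3K9 KMT sets off a signaling cascade with DNA damage sensing, an interferon response, less proliferation and cell death.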

The activation of pattern-recognition receptors, such as *Tlr3* and *Rig-I*, suggests that a major cause of these defects could be the massive derepression of repeat elements, primarily ERV, that we observed in the H3K9 KMT-mutant cells.

### Dysregulation of H3K9me-positive vs. H3K9me-negative genes in H3K9 KMT-mutant MEF cells

We wondered to what extent these changes in gene expression would reflect direct participation of H3K9 methylation. Since comprehensive datasets for all three H3K9 methylation states are not available in mouse fibroblasts, we generated reference maps for H3K9me1, H3K9me2, and H3K9me3 in WT (*E1c*) MEFs. We first validated the antibodies by ChIP-qPCR at known target loci (Supplementary Fig. 3A) and then performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq). Peak calling identified 42893 regions of enrichment for H3K9me1, 29285 for H3K9me2, and 27281 for H3K9me3. Distinct H3K9 methylation states were often observed in overlapping genomic intervals. However, H3K9me1 peaks had only low signals for H3K9me2 and H3K9me3, H3K9me2 peaks coincided with broad signals for H3K9me3 and H3K9me3 peaks also had some enrichment for H3K9me2 (Supplementary Fig. 3B, top panels). In total, 559 Mb, corresponding to 21% of the mouse genome were decorated by H3K9 methylation in WT MEFs.

A large fraction of H3K9 methylated regions corresponded to intergenic and intronic sequences, ranging from 55% for H3K9me1 to 69% for H3K9me2 and 70% for H3K9me3 (Supplementary Fig. 3C). A smaller subset of regions overlapped with gene promoters, defined as sequences within + /− 1 kilobase (kb) of the transcription start site (TSS). This was the case for 19% of H3K9me1 and around 10% for H3K9me2 or H3K9me3-enriched regions. We identified 4289 genes that are decorated by H3K9me1 at their promoters (e.g., *Tcap* and *Cacna1i*), 1567 genes with H3K9me2-positive promoters (e.g., *Defb40* and *Olfr1431*), and 1415 genes with promoters enriched for H3K9me3 (e.g., *Nkx6-1* and *Bmp2*) (see Supplementary Fig. 4A). The majority of H3K9me1-positive promoters (3179 genes) were devoid of H3K9me2 and H3K9me3. By contrast, H3K9me2 and H3K9me3 often decorated the same gene promoters and only 270 or 462 genes were predominantly marked by H3K9me2 or H3K9me3 (Supplementary Fig. 4B). In total, we detected H3K9 methylation at the promoters of 5297 genes.

We then used our RNA-seq data to determine the expression status of these H3K9me-positive genes in WT (*E1c*) MEFs and in the various H3K9 KMT-mutant cell lines. For this, we applied a meta-analysis that illustrates gene expression in violin plots. 

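*Bbs9* (ENSMUSG00000035919), a protein-coding gene on chromosome 9 from 22475715 to 22888280 of GRCm38, had 351 ± 6.60 normalized counts in WT (SD, n = 3). Its log2 fold change against WT was 0.54 in *6KO1* (SE 0.093, adjusted p = 1.9e-05), 0.22 in *E1E2 G9Gl* (adjusted p = 0.0477) and 0.0035 in *6KO2* (adjusted p = 0.978, edgeR). The last turned to -0.017 without a filter on low counts. In *E1*, *E1 S1S2*, *E2* and *E1E2* the change was -0.17, -0.11, -0.014 and -0.11, with adjusted p-values from 0.242 to 0.951 (edgeR). The *6KO1* value, the only one past an adjusted p of 0.01, was under the fold change minimum, and chromosome 9 as a whole was lower in *6KO1* and *E1 S1S2*.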

Surprisingly, genes with H3K9me1-marked promoters have significantly (*P* < 2.2 × 10^−16^) higher expression levels as compared to genes without H3K9 methylation (H3K9me0 genes in the left panel of Fig. 5a), and this elevated expression was largely unaltered in all of the H3K9 KMT mutants (Fig. 5a and browser shot for example gene *Bbs9* in Fig. 5b). By contrast and as expected, genes with H3K9me2- or H3K9me3-marked promoters were silenced and had significantly (*P* < 2.2 × 10^−16^) reduced or no expression levels as compared to H3K9me-negative (H3K9me0) genes (Fig. 5a). The H3K9me2 mediated gene silencing was weakened (*P* < 0.01) in *E1E2 G9Gl* compound H3K9 KMT-mutant cells (Fig. 5a). 

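*Treml4* (ENSMUSG00000051682), on chromosome 17 from 48264295 to 48275360 of GRCm38, had 0.355 ± 0.615 normalized counts in WT (SD, n = 3), with a count in 1 library, and none in *E1*, *E1 S1S2*, *E2*, *E1E2* or *E1E2 G9Gl*. It reached 13.0 ± 1.74 in *6KO1* and 39.4 ± 7.13 in *6KO2*, with an adjusted p against WT of 1.9e-05 and 1.8e-07 (edgeR). *Zfp936* (ENSMUSG00000064194), on chromosome 7 from 43114229 to 43192109, had no count in WT, *E2* or *E1E2*, 3.99 ± 1.61 in *E1E2 G9Gl*, 329 ± 19.1 in *6KO1* and 93.7 ± 14.8 in *6KO2* (adjusted p = 9.9e-14 and 5.2e-11, edgeR). In *E1* and *E1 S1S2*, its mean was 0.326 and 0.302. All 3 libraries of each *6KO* line lay above all WT libraries for both genes (exact two-sided permutation, smallest possible p = 0.1). *Zfp936* belongs to a family of similar zinc finger genes, among which the counting could have split reads.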

Both H3K9me2 and H3K9me3 mediated gene silencing was partly lost (*P* < 0.001) in 6KO1 and 6KO2 cells (Fig. 5a and browser shots for example genes *Treml4* and *Zfp936* in Fig. 5b). However, it is important to note that loss of H3K9 methylation only caused desilencing in a minor fraction of the H3K9me2- or H3K9me3-positive genes: with a twofold cutoff (and a base mean of >100 reads), 226 of 270 H3K9me2-positive genes, and 390 of 462 H3K9me3-positive genes were not significantly upregulated in any of the H3K9 KMT mutants, not even in the *6KO1* or *6KO2* cells.

**Fig. 5:**
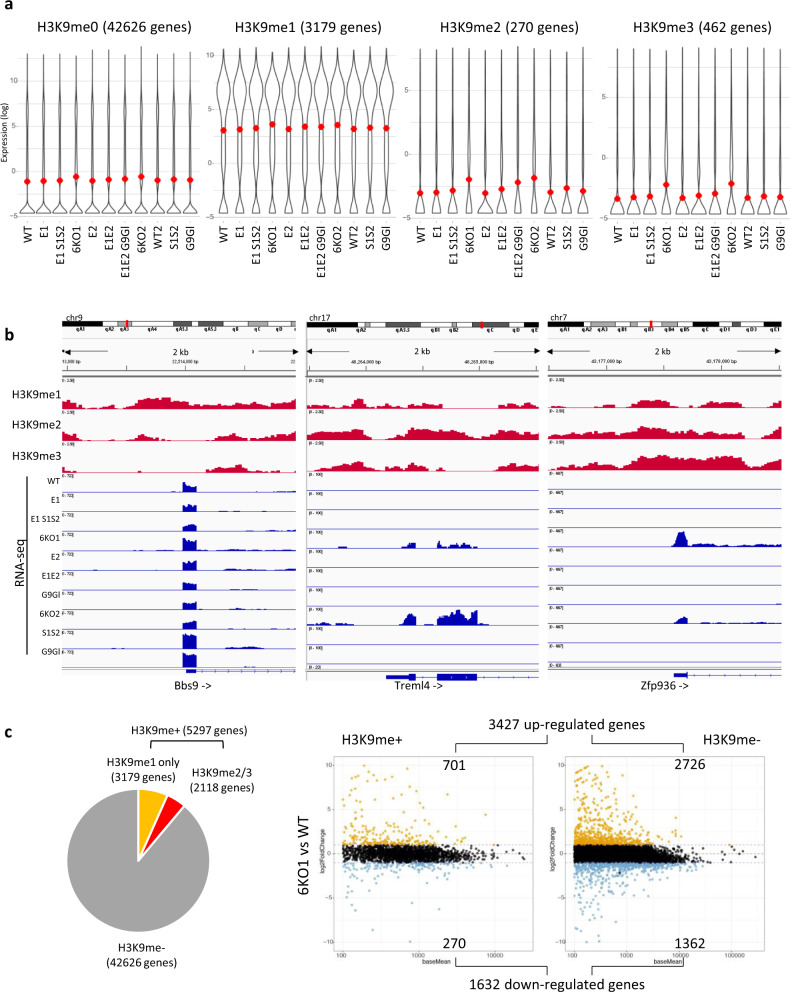
Dysregulation of H3K9me-positive vs H3K9me-negative genes in compound H3K9 KMT-mutant MEF cells. **a** Differential expression of genes with H3K9 methylated promoter regions. Violin plots representing the distribution of gene expression levels in WT and compound H3K9 KMT mutants, as determined by RNA sequencing (RNA-seq, log scale). Red dots indicate mean expression level. The genes are grouped according to H3K9 methylation status over their promoter region, as determined by chromatin immunoprecipitation sequencing (ChIP-seq) in WT MEFs. Promoters are defined as within + /−1 kilobase (kb) from the transcription start site (TSS). From left to right, genes with promoters lacking any H3K9 methylation peak (H3K9me0, 42626 genes), followed by genes with promoters positive for H3K9me1 (3179 genes), H3K9me2 (270 genes), or H3K9me3 (462 genes). It is important to note that this analysis does not include genes with promoter regions that show enrichment for multiple H3K9 methylation states (as summarized in Supplementary Fig. 4B). **b** Genome browser tracks showing H3K9me1, H3K9me2, or H3K9me3 enrichment (log2 fold change, red) over example gene promoters, as determined by ChIP-seq in WT MEFs. From left to right, Bardet–Biedl syndrome 9 (*Bbs9*, H3K9me1-positive), Triggering receptor expressed on myeloid cells 4 (*Treml4*, H3K9me2-positive) and Zinc finger protein 936 (*Zfp936*, H3K9me3-positive). Bottom shows RNA expression (RNA-seq, blue) in WT and compound H3K9 KMT mutants. Each browser track represents a 2 kb genomic interval surrounding the TSS. **c** Pie chart of genes classified by H3K9 methylation status at their promoter regions (left). Right, MA plots depicting changes in gene expression (RNA-seq) in *6KO1* cells relative to WT, shown for genes with (H3K9me + ) or without (H3K9me-) H3K9 promoter methylation. Black dots represent genes whose changes in expression are not statistically significant. Yellow dots represent upregulated genes and blue dots downregulated genes. The total number of genes upregulated in *6KO1* cells is indicated above the plots, and the number of genes downregulated is shown below. The numbers of H3K9me+ and H3K9me- up- or downregulated genes are indicated on the corresponding sector of the MA plots. For graphical representation, only genes with base mean >100 are shown on the plots.

We further focused on the *6KO* mutants and analyzed changes in gene expression (as compared to WT) separately for H3K9me-positive and for H3K9me-negative genes (H3K9me+ and H3K9me- genes, Fig. 5c). While H3K9me-positive genes represent 11% (5297 genes) of all genes, they account for >20% of the upregulated genes in the *6KO1* cells (701 of 3427 genes) (Fig. 5c) or *6KO2* cells (508 of 2517 genes), indicating an increased response of H3K9me-positive genes to loss of H3K9 methylation. By contrast, 80% of the genes derepressed in the *6KO1* mutants (2726 of 3427 genes) do not have H3K9 methylation at their promoters in WT cells. While some of these H3K9me-negative genes might still be regulated by H3K9 methylation at distal sites, such as enhancers, this result suggests that the majority of the genes dysregulated in the compound H3K9 KMT mutants are not direct targets for the H3K9 KMT systems. Instead, we propose that the failure of repeat repression and the induction of DNA damage and stress signaling pathways in the compound H3K9 KMT mutants leads to widespread changes in gene expression.

### Partial dispersion of heterochromatic foci in *Eset*/*Suv39h* mutant MEF cells

We visualized heterochromatin organization in the series of compound H3K9 KMT-mutant MEF cells by FISH for MSR sequences (Fig. 6a). As described above (Fig. 1), *Eset1*, *Eset2*, or *Eset1/Eset2* double-mutant cells display a nuclear clustering of MSR sequences that is indistinguishable from WT cells. MSR clustering is also maintained in *E1E2 G9Gl* deficient cells, although they display an increased number of smaller heterochromatin foci. By contrast, cells with a compound deficiency of Eset1 and Suv39h1/Suv39h2 enzymes (*E1 S1S2*) show a partial dispersion of heterochromatin, with a significant fraction of the cells (37%) displaying elongated or generally irregular MSR foci (Fig. 6a). We also stained these cells with antibodies for H3K9me3 and the heterochromatin protein HP1α (Supplementary Fig. 5A, B). Both H3K9me3 and HP1α are completely dispersed in the nuclei of the *E1 S1S2* mutant cells. This is not detected in compound H3K9 KMT mutants with functional Suv39h enzymes, even when all of the other four H3K9 KMT are inactivated (*E1E2 G9Gl*). We verified the specificity of these observations by analyzing the nuclear distribution of Hmga1, a protein that binds AT-rich sequences within pericentric chromatin^25,26^. In all compound H3K9 KMT mutants, Hmga1 signals remain intact and overlap with the DAPI-dense regions (Supplementary Fig. 5C).

**Fig. 6:**
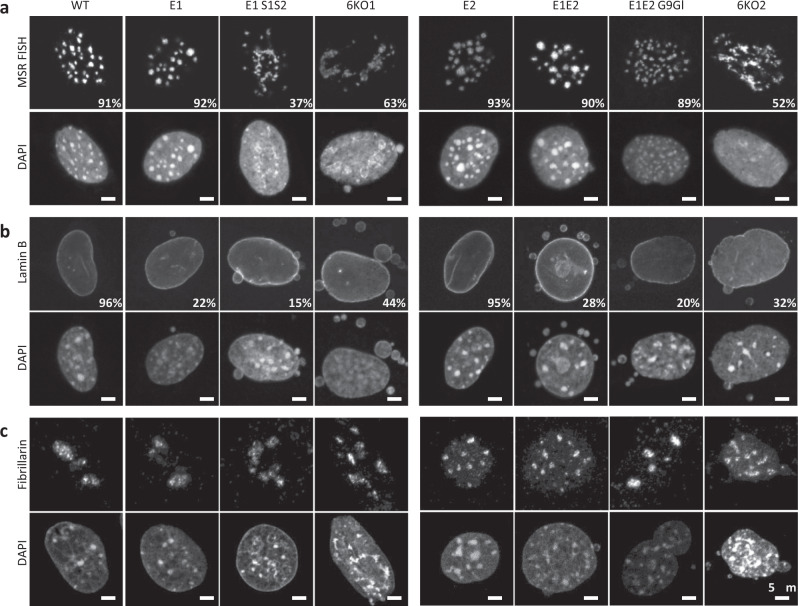
Collapse of heterochromatin in compound H3K9 KMT-mutant MEF cells. **a** DNA FISH for major satellite repeats (MSR) in control and compound H3K9 KMT mutant. Percentages indicate cells that display the shown pattern. *N* = 501 cells examined for WT, 303 for *E1*, 352 for *E1 S1S2*, 304 for *6KO1*, 308 for *E2*, 311 for *E1E2*, 301 for *E1E2 G9Gl*, and 309 for *6KO2* over three independent experiments. For each image, lower panels show DAPI counterstaining of the same nuclei. **b** Immunofluorescence for Lamin B, marking the nuclear lamina. Percentages indicate cells that display the shown pattern. *N* = 680 cells examined for WT, 785 for *E1*, 302 for *E1 S1S2*, 305 for *6KO1*, 573 for *E2*, 499 for *E1E2*, 558 for *E1E2 G9Gl,* and 427 for *6KO2* over three independent experiments. For each image, lower panels show DAPI counterstaining of the same nuclei. **c** Immunofluorescence for Fibrillarin, marking nucleoli. Representative images (*N* = 100 cells) are shown. For each image, lower panels show DAPI counterstaining of the same nuclei. Scale bars represent 5 μm.

To further investigate nuclear organization in the H3K9 KMT mutants, we visualized the integrity of the nuclear lamina by immunofluorescence detection of Lamin B (Fig. 6b). As we observed for *Eset1/Eset2* double-null cells, all compound H3K9 KMT mutants lacking *Eset1* function displayed multiple micronuclei and deformation of the nuclear lamina/envelope, in agreement with these cells expressing markers of DNA damage (see Supplementary Fig. 1C). We also analyzed the distribution of Fibrillarin, a protein-labeling nucleoli, and did not observe significant differences between the various compound H3K9 KMT mutants (Fig. 6c). These data suggest that the global organization of subnuclear compartments is not drastically altered in the H3K9 KMT mutants. Together, these observations confirmed that the spatial organization of heterochromatin is mostly dependent on Suv39h enzymes, although an additional inactivation of Eset (and probable defects in the nuclear lamina) in a Suv39h-deficient background is required for a partial breakdown of heterochromatin clustering, as previously reported^13^.

### Full collapse of heterochromatin in 6KO H3K9 KMT MEF cells

We next analyzed heterochromatin organization in MEF cells lacking all 6 KMT. Strikingly, FISH staining for MSR sequences revealed a complete collapse of heterochromatin foci in both *6KO1* and *6KO2* mutants (Fig. 6a). While not fully penetrant, this phenotype was observed in the majority of nuclei of both *6KO1* (63%) and *6KO2* (52%) cells. As for the *E1 S1S2* cells, H3K9me3 and HP1α were also completely dispersed (Supplementary Fig. 5A, B). Hmga1 remained enriched over DAPI-bright regions, even though these DAPI signals displayed an aberrant and non-clustered organization (Supplementary Fig. 5C). Since Hmga1 was shown to also contribute to the integrity of heterochromatin foci^26^, its retention at the A/T-rich MSR-repeat sequences might explain, at least in part, the incomplete penetrance of heterochromatin dispersion in the *6KO* MEF cells.

Staining for Lamin B recapitulated defects in the nuclear lamina/envelope, as observed in all H3K9 KMT mutants lacking *Eset1* function, although the proportion of cells with micronuclei and the size of the micronuclei appeared increased in *6KO1* and *6KO2* cells (Fig. 6b). Fibrillarin staining indicated that the nucleoli structure was not significantly altered (Fig. 6c). Thus, complete loss of H3K9 methylation breaks heterochromatin clustering and reveals a definite function for H3K9 methylation in maintaining heterochromatin organization and genome integrity.

### 6KO H3K9 KMT MEF cells have lost electron-dense heterochromatin

We analyzed this collapse of heterochromatin at higher resolution by performing transmission electron microscopy (TEM) in the various H3K9 KMT mutants (Fig. 7). In WT (*E1c*) cells, heterochromatin is readily visualized as small clusters of electron-dense material, often localized close to the nuclear envelope (Fig. 7, white arrows), while larger electron-dense regions correspond to nucleoli. *Eset1* (*E1*), *Eset2* (*E2*), and *Eset1/Eset2* (*E1E2*) double mutants display a similar distribution of electron-dense heterochromatin as compared to wild type, with >80% of cells displaying clearly defined heterochromatin clusters. Compound H3K9 KMT mutants lacking *Eset1* and *Suv39h*/*Suv39h2* (*E1 S1S2*) and, to some extent, *Eset1/Eset2*, *G9a/Glp* (*E1E2 G9Gl*) show reduced electron density or lower number of foci, but maintain the distinction between heterochromatin and euchromatin. Strikingly, this is not the case for *6KO1* and *6KO2* MEF cells: in half of these cells analyzed by TEM, no heterochromatin clusters could be detected, although nucleoli are preserved (Fig. 7) and a further fraction of the *6KO1* and *6KO2* cells displayed markedly reduced electron density and only very faint foci. Around 81% (*6KO1*, *n* = 26) or 78% (*6KO2*, *n* = 14) of the cells have lost the clear distinction of electron-dense heterochromatin. These data provide compelling evidence for the crucial requirement of H3K9 methylation in maintaining heterochromatin organization.

**Fig. 7:**
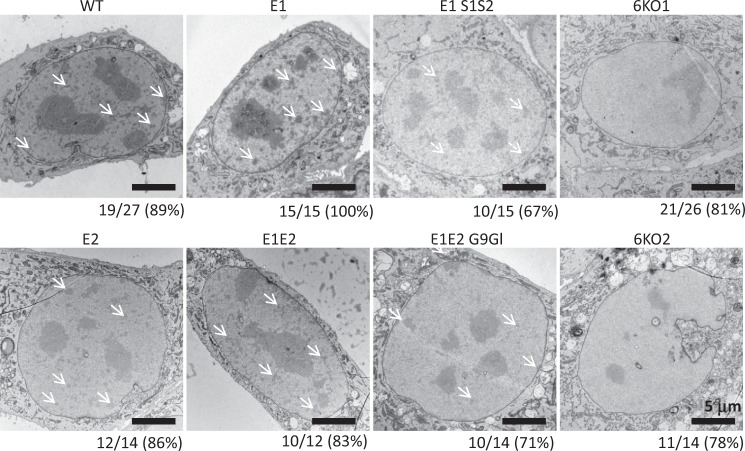
Loss of electron-dense heterochromatin in MEF cells lacking all 6 SET-domain H3K9 KMT. Transmission electron microscopy (TEM) images of nuclei from compound H3K9 KMT mutants. Each panel shows a representative TEM image of a nucleus of the indicated H3K9 KMT mutant. White arrows point to electron-dense heterochromatin clusters. The total number of cells analyzed and the percentage of cells displaying the shown pattern are indicated below each image. Scale bars represent 5 μm.

## Discussion

Heterochromatin forms distinct chromatin domains that can be visualized by DAPI staining of A/T-rich major satellite repeats in mouse cells. Suv39h enzymes are the central KMT for heterochromatic H3K9me3. However, while heterochromatin is weakened in *Suv39h* double-null cells, its overall organization and clustering remain largely intact. Many mechanisms could contribute to this heterochromatin stability independently of H3K9 methylation, including specific chromosome conformations, such as the Rabl configuration or anchoring to the nuclear membrane or other subnuclear structures^3,27,28^. For example, the three-dimensional organization of chromosomes in *S. pombe* involves both H3K9 methylation, which controls chromatin compaction near centromeres, and cohesin-mediated formation of globular domains along chromosome arms^27^.

Another possibility is that other silencing systems can partially compensate for the loss of Suv39h enzyme function, such as Polycomb Repressive Complexes (PRC) and/or DNA methylation. We indeed observed a moderate increase in H3K27me3 levels in *6KO* MEF cells chromatin, while global DNA methylation was only slightly decreased over the examined number of cell divisions. Recruitment of Polycomb-mediated H3K27me3 at heterochromatin has already been observed in other contexts where H3K9 methylation is reduced^5,29,30^.

The only minor decline of overall 5mC levels seems incoherent with the well-documented interdependence between H3K9 chromatin and CpG DNA methylation^31^. However, in lineage-committed cells, reduction of H3K9 methylation does not cause a global loss of DNA methylation at heterochromatin, as, for example, *Suv39h* double-null MEF cells keep high levels of 5mC at many repeat elements^32^. Maintenance of DNA methylation by Dnmt1 is indeed not strictly dependent on recruitment to H3K9 methylated nucleosomes^33,34^. Further, CpG methylation is not restricted to heterochromatin regions, but also abundant on transcribed gene bodies, where it is established by H3K36me3-mediated recruitment of Dnmt3b^35^. Determining whether and how these other silencing pathways are redirected or adjusted in the H3K9 KMT mutants would require genome-wide ChIP mapping of H3K27me3 and genome-wide bisulfite sequencing for 5mC.

We observed a high incidence of micronuclei and aberrant shape of the nuclear lamina/envelope in compound H3K9 KMT-mutant cells that correlated with transcriptional signatures indicating the activation of DNA damage pathways. This is in agreement with the known roles of heterochromatin in the maintenance of genome integrity that include protecting cells from replication stress, chromosome segregation errors, or aberrant recombination of repeats, as it was reviewed recently^3^. Interestingly, these defects were most pronounced in H3K9 KMT mutants where *Eset1* is inactivated and they also occurred in chromatin that maintains high levels of H3K9 methylation. These data suggest that in addition to the H3K9 histone, Eset1 has other non-histone substrates, some of which could function in the control of DNA damage and in correcting replication errors. Increased DNA damage was reported following *Eset1* deletion in mouse oocytes or in intestinal epithelium^36,37^.

The *6KO* H3K9 KMT display a collapse of heterochromatin foci and loss of electron-dense heterochromatin. This reveals an essential function for H3K9 methylation in maintaining heterochromatin as a separate nuclear domain. Our data also show a larger degree of cooperation among the 6 SET-domain H3K9 KMT to secure heterochromatin integrity. Conversely, this seems to exclude a contribution to H3K9 methylation and heterochromatin organization of other KMT systems, such as split SET-domain enzymes or “seven-beta-strand” (7βs) KMT^38^. The described dispersion of heterochromatin in *Prdm3*/*Prdm16* shRNA MEF mutants^13^ is probably related to concurrent secondary defects in the structuring of the nuclear lamina and not caused by a reduction of H3K9 methylation in nuclear chromatin.

H3K9 KMT mutants of any distinct gene pair of either *Suv39h1*/*Suv39h2*, *Eset1*/*Eset2*, or *G9a*/*Glp* maintain heterochromatin structure, indicating that functional redundancy between these SET-domain H3K9 KMT ensures the robustness of heterochromatin organization. Importantly, the contribution of each of these six SET-domain H3K9 KMT may be different in other cell types. For example, *Suv39h1*-null T cells start to disintegrate heterochromatic foci, even though the other 5 H3K9 KMT remain functional^39^. Similarly, *Eset1/Suv39h* compound mutant hepatocytes also have severely reduced EM-dense heterochromatin^40^.

What is the mechanism for the collapse of heterochromatin in the compound H3K9 KMT mutants? Chromatin that is deficient for all H3K9 methylation states will not provide binding for HP1 proteins and may have lost the physicochemical properties to engage in phase separation^3,41,42^. While the dispersion of HP1 binding is not sufficient to break heterochromatin^11^, other H3K9me2 or H3K9me1-binding proteins might substitute for HP1 in *Suv39h*-deficient cells, but not in compound H3K9 KMT-mutant cells that lack all H3K9 methylation states. Possibly, some of these putative H3K9-methyl binders could also assist in phase separation, and thus increase heterochromatin stability. Alternatively, there could also be non-histone substrates for the distinct SET-domain H3K9 KMT, particularly for Eset, that are needed for heterochromatin organization but fail to become methylated in the *6KO* MEF cells.

Several proteins were identified as candidate anchoring factors for heterochromatin. In mouse cells, Lamin B receptor (LBR) or Lamin A/C tether heterochromatin to the inner nuclear membrane in a cell-type-specific manner, but the interaction is likely indirect and adaptor proteins remain to be identified^43^. In *C. elegans*, the chromodomain containing protein CEC-4 binds methylated H3K9 and is required for recruitment of heterochromatin at the nuclear periphery, but dispensable for its silencing^44^. While no clear homolog of CEC-4 is found in mammals, other chromodomain proteins might function in a similar way.

Answering these questions will require future studies and would be facilitated if conditions for compound H3K9 KMT-mutant cells can be generated that allow the analysis of collapsed heterochromatin not only at its onset (this study) but also for more prolonged cell divisions. In summary, our work provides compelling evidence for a crucial function of H3K9 methylation in heterochromatin organization.

## Methods

### *Eset1*-conditional MEF

*Eset1*-conditional MEFs were described previously^6^. To optimize deletion efficiency, we sorted single cells in 96-well plates and selected for cell clones with high Cre activity (clone *Eset25*, referred to as *E1c*). After CRISPR/Cas9-mediated gene disruption (see below), we further re-introduced a construct expressing tamoxifen-inducible Cre together with a puromycin resistance gene (pCAGGS-CreERT2-EGFP-IRES-PURO), and maintained the cell lines under constant puromycin selection. Cre-mediated deletion of exons 15 and 16 of *Eset1* was induced by growing the cells in a medium containing 1 μM (Z)-4-hydroxytamoxifen (4-OHT, Sigma Aldrich, H7904) for 2 days, followed by 2 days in normal medium, to minimize potential side effects of prolonged growth in presence of tamoxifen. Deletion efficiency was assessed by RT-qPCR with primers specific for the deleted exons, or by western blot for the Eset1 protein. We refer to *E1c* as *WT*.

### CRISPR/Cas9 mutations

CRISPR/Cas9-mediated gene disruptions were performed by transfection of chimeric sgRNA/Cas9 expression vectors^45^. For each SET-domain KMT target gene, two unique guide RNAs were designed using online tools (CRISPR.mit.edu) and subsequently cloned in the chimeric sgRNA/Cas9 expression vectors pSpCas9(BB)-2A-Puro (pX459) or pSpCas9(BB) (pX330), both from Addgene. Cells were transfected with Xfect (Clontech) and selected for 2 days in puromycin-containing media. After selection, the efficiency of Cas9-mediated cleavage was evaluated by Surveyor assay^45^. Puromycin-resistant cells were further sorted to single cells in 96-well plates, and individual clones analyzed for the absence of functional protein by western blotting when specific antibodies were available, or for the absence of a functional copy of the gene by sequencing the relevant exons (for *Eset2*). The sequences of the guide RNAs used in this study are listed in Supplementary Table 1.

### Gene pair mutations

For gene pair mutants, we transfected combinations of chimeric sgRNA/Cas9 expression vectors in *E1c* MEFs and selected mutant clones as described above. Conditional *Eset1,* Eset2-null mutants (*E1cE2*) were obtained by introducing a single guide RNA specific for *Eset2* into *E1c* MEFs. Clone A4 was selected after sequencing revealed a frameshift mutation within exon 7 of *Eset2*. *G9a/Glp* double mutants were generated by co-transfection of two sgRNA/Cas9 vectors targeting *G9a* and *Glp*. Clone H7 was selected after western blot analysis confirmed the absence of G9a or Glp proteins. Suv39h-deficient cells were generated by co-transfection of two sgRNA/Cas9 vectors targeting *Suv39h1* and *Suv39h2* in *E1c* MEFs. Clone B1 was selected after western blot analysis confirmed the absence of Suv39h1 or Suv39h2 proteins.

### Compound SET-domain H3K9 KMT mutants

Compound H3K9 KMT mutants were generated by successive rounds of sgRNA/Cas9 transfection and selection of relevant clones. The nomenclature of the clones refers to null mutation of SET-domain KMT genes and is indicated as *E1* (*Eset1*-null), *E2* (*Eset2*-null), *G9* (*G9a*-null), *Gl* (*Glp*-null,) *S1* (*Suv39h1*-null), and *S2* (*Suv39h2*-null).

Series 1 clones were generated from *Eset1*-conditional MEF cell, after the first round of selection for high Cre recombinase activity resulting in the isolation of the Eset25 clone, referred to as *E1c* (see above). *E1c* cells were transfected with two sgRNA/Cas9 vectors targeting *Suv39h1* and *Suv39h2* and clone B1 (*E1c S1S2*) was selected as described above. This clone was further co-transfected with vectors targeting *Eset2*, *G9a* and *Glp*, and clone B1A6 (*E1cE2 S1S2 G9Gl*) was selected after western blotting (G9a, Glp) and exon sequencing (*Eset2*).

Series 2 was generated from clone A4 (*E1cE2*) described above. We first co-transfected vectors targeting *G9a* and *Glp* and selected clone E2 (*E1cE2 G9Gl*), which was subsequently transfected with vectors targeting *Suv39h1* and *Suv39h2* to generate clone E2F4 (*E1cE2 G9Gl S1S2*). After inducing *Eset1* deletion, cells lacking all 6 H3K9 KMTs are referred to as *6KO1* and *6KO2*.

### Cellular extracts and western blot analysis

Nuclear extracts from 10 million cells were prepared by cell lysis for 30 min at 4 °C in hypotonic buffer (10 mM HEPES pH 7.9, 5 mM MgCl_2_, 0.25 M sucrose, 0.1% NP-40) and protease inhibitors (Roche). Nuclei were isolated by centrifugation and washed in lysis buffer. Acid extraction of histones^46^ was performed in 0.4 N HCl at 4 °C overnight, followed by centrifugation to discard insoluble material and by neutralization with NaOH. For whole-cell extracts, cell pellets from 5 million cells were washed in PBS and lysed in RIPA buffer. SDS-PAGE analysis was conducted according to standard procedures, with antibodies against Gapdh (Santa Cruz, sc-3233, 1:5000 dilution), Setdb1 (Thermo Fisher, MA5-15722, 1:1000 dilution), G9a (Abcam, ab185050, 1:2500 dilution), Glp (Abcam, ab41969, 1:2500 dilution), Suv39h1 (Cell signaling, 8729, 1:2500 dilution), Suv39h2 (LSBio, LS-C116360, 1:2500 dilution), total H3 (Abcam, ab1791, 1:40000 dilution), H3K9me1 (Active Motif, 39681, 1:2500 dilution), H3K9me2 (Jenuwein Laboratory, #4677, 1:5000 dilution), H3K9me3 (Abcam, ab8898, 1:20000 dilution), H3 pan-acetyl (Millipore, 06-599, 1:1000 dilution), H4 pan-acetyl (Millipore, 06-866, 1:2500 dilution), H3K4me3 (Diagenode, C1540003, 1:1000 dilution), α-tubulin (Abcam, ab4074, 1:1000 dilution), or γH2A.X (Millipore 05-636, 1:750 dilution). As a positive control for γH2A.X detection, *E1c* MEFs were treated with Etoposide (Sigma E383), either for 3 h at 12.5 μM, or for 24 h at 1 μM.

### Histone extraction and nanoLC–MS analysis

After acid extraction of histones, histones samples were separated on 16% SDS Tris Glycine Wedge gels (Thermo Fisher) followed by colloidal coomassie staining (Instant Blue, Expedeon). Histone bands were excised and histone propionylation and subsequent protein digestion using trypsin (Promega) were performed as described^47^, with minor modifications. In-gel propionylation prior to trypsin digestion was conducted two times employing the method “H-42x”^47^ followed by the hydroxylamine-mediated reversal of overpropionylation. Peptide samples were desalted using STAGE tips^48^ and analyzed using LC-MS as previously described^49^ with minor modifications. Samples were separated within 60 min with a linear gradient from 2% buffer B (80% acetonitril in 0.1% formic acid) to 60% buffer B at a flow rate of 250 nl/min, and this was followed by a washout step (80% buffer B, 5 min, 500 nl/min) and re-equilibration (2% buffer B, 5 min, 500 nl/min). Mass spectrometry was carried out using the “sensitive method” (data-dependent acquisition) on Orbitrap QExactive Plus (Thermo Fisher Scientific)^50^.

Mass spectrometry raw data were analyzed using Peaks Studio version 8.5 (Bioinformatics Solution Inc.). MS raw files were searched using the Peaks de novo search algorithm and Peaks DB search against *Mus musculus* (mouse) UniprotKB protein sequence database (December 2015). Trypsin was selected as a cleaving enzyme, while a maximum of four missed cleavages, a minimum of six amino acids per peptide, 10 ppm MS peptide ion mass tolerance, and 0.2 Da MS/MS tolerance were allowed. Carbamidomethylation of cysteine was set as a fixed modification, whereas the following modifications were set as variable modifications: acetylation at the protein N terminus and at lysine residues, deamidation of asparagine or glutamine, oxidation of methionine, propionylation of lysine and mono-methylated lysine residues, mono-methylation of lysine and arginine residues, dimethylation of lysine and arginine residues, trimethylation of lysine residues, and phosphorylation of serine, threonine, and tyrosine. Maximum (allowed) variable PTMs per peptide were set to 4. The peptide and protein false discovery rate (FDR) was set to a maximum of 0.01 using the decoy-fusion database search strategy implemented in Peaks Studio.

Histone peptide intensities were exported and the sum of all peptide intensities (or features), belonging to each particular histone PTM (hPTM) mark, was calculated for histone H3 and histone H4 in each individual biological sample. This was followed by an inter-sample normalization to adjust the total intensity of all hPTMs to the same level in each biological replicate in each condition. To achieve this normalization, the summed peptide intensity of each particular hPTM was divided by the total intensity of a non-modified histone peptide, a histone peptide that is consistently identified and bears no hPTM mark throughout the whole experiment. Peptide “YRPGTVALR” and peptide “VFLENVIR” were used for normalizing mouse histone H3 (sequence: 41–49) and mouse histone H4 (sequence: 60–67), respectively.

Data were plotted using GraphPad Prism version 8.3.0.

### DNA methylation analysis

Genomic DNA was purified by phenol/chloroform extraction and ethanol precipitation according to standard procedures. DNA dot blot for 5mC was performed according to standard procedures^51^. DNA was spotted on nitrocellulose (Biorad) in 2× SSC and UV-cross-linked at 254 nm, 120 mJ/cm^2^. Membranes were probed with anti-5-methylcytosine antibody (Zymo research, clone 10G4, diluted 1:3000 in 3% BSA/PBST). For MS analysis of 5mC and 5hmC levels, genomic DNA was digested to nucleosides using Nucleoside Digestion mix (NEB, M0649S). Targeted nucleoside quantification by LC-MS was carried out using an Agilent 1290 Infinity II UHPLC inline with an Agilent 6495 QQQ-MS operating in MRM mode. MRM settings were optimized separately for unmodified nucleosides using pure standards and adapted for methylated nucleosides. LC separation was on a Waters T3 column (100 × 2.1 mm, 1.8-μm particles) using a solvent gradient of 100% buffer A (0.1% formic acid in water) to 90% buffer B (50:50 acetonitrile:methanol). Flow rate was 400 μL/min. Autosampler temperature was 4 °C, and the injection volume was 2 μL. Data processing was performed using Agilent MassHunter Software (version B.08).

### Indirect immunofluorescence and DNA FISH

Cells were grown on glass coverslips, washed with PBS, fixed at room temperature with 2% PFA for 10 min, and permeabilized with 0.5% Triton X-100 for 5 min followed by PBS washes. Immunofluorescence was performed with antibodies against H3K9me3 (Jenuwein Laboratory, #1926, 1:1000 dilution in 10% FBS/PBS), Lamin B (Santa Cruz, sc-6217, 1:200 dilution), HP1α (Millipore, 05-689, 1:500 dilution), Fibrillarin (Thermo Fisher, MA3-16771, 1:500 dilution), and Hmga1 (Abcam, ab129153, 1:500 dilution) for 1 h at room temperature. For DNA FISH, cells were dehydrated in ethanol. Denaturation at 80 °C for 5 min and hybridization at 37 °C for 1 h were performed in hybridization solution (2× SSC pH 7, 50 mM sodium phosphate pH 7, 60% formamide) with a mix of 4 LNA probes (3 nM each). Probe sequences are listed in Supplementary Table 1. Image acquisition was performed on an LSM 780 microscope (Zeiss) using ZEN2 black edition software (Zeiss).

### RNA sequencing

Total RNA was extracted with Trizol (Invitrogen), and the remaining DNA was digested with Turbo DNase (Ambion), followed by cleanup with RNeasy MinElute Cleanup kit (Qiagen, 74204). Total RNA libraries were prepared using the TruSeq Stranded Total RNA Library Prep Gold (Illumina, 20020598). Paired-end, 75 bp reads were generated with Illumina HiSeq3000 sequencer with a depth of 50 million reads per sample. Three biological replicates were sequenced per cell line.

### RNA-seq analysis

Unprocessed reads were first quality and adapter trimmed using cutadapt^52^ version 1.8.1 using a quality threshold of 20. Reads were then aligned to the GRCm38 genome from Ensembl using STAR^53^ version 2.5.2b, with settings as recommended by TEtranscripts^54^. Both repeats and genes were then quantified using TEtranscripts version 2.0.3 and differentially expressed repeat elements and genes determined using DESeq2^55^. For analysis of repeat element expression, library size factors as computed from the gene expression data were used rather than recomputing these using the expression metrics of the repeat elements themselves. BigWig files using in visualization tracks were constructed using deepTools^56^. For pathway analyses, normalized counts as computed by DESeq2, as well as fold changes and adjusted P values, were loaded into Ingenuity Pathway Analysis and the results subsequently plotted in R.

For visualization of coverage over repeat regions (Fig. 3c) reads where aligned to the repeat sequence extracted from Repbase^57^ using bwa mem^58^ version 0.7.17 with default settings, bigWig tracks were constructed using deepTools and IGV^59^.

### ATAC sequencing

For ATAC library preparation^60^, 50,000 cells were lysed in cold lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% v/v Igepal CA-630) and centrifuged at 4 °C for 10 min at 500*g*. The pellet was resuspended in a transposition reaction mixture provided by the Nextera DNA Library Prep kit (Illumina, 15028212) and incubated at 37 °C for 30 min. After transposition, the samples were purified with a Qiagen MinElute PCR purification kit (28604) according to the manufacturer’s instructions. For library preparation, each sample was subjected to PCR amplification with a pair of barcoded primers provided by the Nextera Index kit (Illumina 15055289). The reaction was monitored by qPCR and further cycles were performed when necessary, based on the amplification plot. Paired-end, 75 bp reads were generated with Illumina HiSeq3000 sequencer with a depth of 50 million reads per sample. Two biological replicates were sequenced per cell line.

### ATAC-seq analysis

Unprocessed reads were first quality and adapter trimmed using fastp^61^ version 0.19.4, using a mean window quality threshold of 3 and excluding low-complexity sequences. These were then aligned to the GRCm38 genome from Ensembl using STAR^53^ version 2.6.0c allowing no spliced alignments and with other options as described by TEtranscripts^54^. For extraction of the open-chromatin subset of reads, deepTools^56^ version 3.1.2 was used with a fragment length threshold of 150 bases. Alignments were subsequently quantified across repeats using TEtranscripts version 2.0.3 and the repeatmasker file from UCSC as the source for repeat locations. For visualization, bigWig tracks were constructed using deepTools and IGV^59^. Differential accessibility was determined using DESeq2^55^ version 1.20.0. Counts across gene bodies for genes showing unchanged expression in the RNA-seq data were used to determine sample-specific size factors, as other normalization methods would wash away global accessibility shifts. Pathway analysis was performed as with the RNA-seq data.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

Ten million cells were trypsinized, washed with PBS, and cross-linked in 1% formaldehyde for 10 min at room temperature. After quenching with glycine (0.125 M), cells were pelleted, washed with cold PBS, and lysed in 1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8, and protease inhibitors (Roche). Lysates were sonicated (Covaris S220) to fragment sizes of 200–500 bp. For each ChIP, chromatin corresponding to 10 μg of DNA was diluted in 1% Triton X-100, 2 mM EDTA, 167 mM NaCl, 20 mM Tris-HCl, pH 8, and protease inhibitors, and incubated overnight at 4 °C with 4 μg of antibody against H3K9me1 (Abcam, ab8896), H3K9me2 (Abcam, ab1220) or H3K9me3 (Abcam, ab8898), followed by 4 h at 4 °C with 25 μl of Protein G dynabeads (Invitrogen). Beads were washed three times in low salt (150 mM NaCl) and once in high salt (500 mM NaCl) before elution in 1% SDS, 50 mM NaHCO_3_, RNAse A and Proteinase K treatment, and DNA purification with Qiagen MinElute PCR purification kit (28604). Enrichment was validated by qPCR for control loci (Supplementary Fig. 3A: Major satellite repeats, L1MdA 5’UTR, IAP-EY3, Zinc finger protein 180 and Oct4 promoter as positive controls, as well as Actin B promoter as a negative control). Primer sequences are listed in Supplementary Table 1. Libraries were prepared with NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645L). Paired-end, 100 bp reads were generated with Illumina NovaSeq 6000 with a depth of 100 million reads per sample. Two biological replicates were sequenced per ChIP as well as for input material.

### ChiP-seq analysis

The quality of raw Fastq reads was checked using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were aligned to mm10 (GRCm38) with bwa version 0.7.1.^58^. Peaks were called using histoneHMM^62^. Peaks were annotated using ChiPseeker software^63^ version 1.18.0. Peaks that are located within + /− 1 kb of the TSS were extracted for downstream analysis. Heatmaps and profiles were generated using deeptools version 3.5.0^56^. Marks were aligned around the center of the peak (computeMatrix reference-point). Flanking regions were added to show the signal extending outside enriched regions. ComputeMatrix was executed with the following parameters:—skipZeros—binSize 10 -a 10000 -b 10000—referencePoint center. Heatmaps were generated using plotHeatmap. Coverage and normalization to the input were obtained using deepTools-3.5.0 bamCompare. FRiPs scores were obtained using deepTools/plotEnrichment. Violin plots represent the distribution of gene expression levels for each H3K9 methylation state. Normalized values of RNA-seq expression were obtained using DESeq2 version 1.26.0^55^ on the count matrices output from snakePipes version 2.1.0^64^. Red dots represent the mean expression level. Data visualization was performed using ggplot2^65^ version 3.3.2. *P* values comparing the means were calculated using the *t* test.

### Transmission electron microscopy (TEM) sample preparation and imaging

Cells grown on Thermanox coverslips (Nunc) were prepared as described^66^ and adapted for cell monolayers. Cells were fixed with 2.5% glutaraldehyde and 2% paraformaldehyde (Electron Microscopy Sciences EMS, 16400 and 15700) in 0.1 M Hepes buffer pH 7.4 for 1 h at room temperature and then overnight at 4 °C. After washes in cold 0.15 M cacodylate buffer pH 7.4 (Sigma Aldrich, CO250) the cells were post-fixed in 1.5% potassium ferrocyanide (Sigma Aldrich, 60280) and 2% osmium tetroxide (EMS, 19110) in 0.15 M cacodylate buffer pH 7.4 on ice for 30 min. The cells were then washed with double-distilled water (ddH2O) and immersed in filtered 1% thiocarbohydrazide (TCH, EMS, 21900) solution for 10 min. After this step, the cells were stained in 2% osmium tetroxide for 30 min, rinsed again in ddH_2_O, and stained with 1% uranyl acetate at 4 °C overnight. After washes with ddH_2_O, cells were stained with Walton’s lead aspartate (Sigma A9256 and EMS 17900) solution at 60 °C for 30 min and dehydrated in a graded alcohol series. After flat‐embedding in Epoxy resin (SERVA Electrophoresis GmbH 21045) samples were cured at 60 °C for 12 h. Coverslips were detached from the resin using repetitive freeze−thaw in liquid nitrogen. A region of interest containing cells was selected (~1 × 1 mm), cut, and mounted on an aluminum pin. For transmission electron microscopy (TEM), serial thin sections (60 nm) were cut using an ultramicrotome (Ultracut 7, Leica, Vienna) and imaged using a Spirit 120 kV (FEI, now THF, Eindhoven) at magnifications between 1700× and 8200× equipped with a side-mounted camera (Veleta, EMSIS Gmbh).

## Supplementary information

Supplementary Information

## Data Availability

The proteomics datasets generated in this study are available at ProteomeXchange via the PRIDE partner repository with record number PXD018175. The UniProtKB database is accessible at https://ftp.uniprot.org/pub/databases/uniprot/previous_major_releases/release-2015_12/knowledgebase/. A database filtered for mouse peptides is available as a FASTA file at ProteomeXchange, together with the datasets generated in this study. The RNA-seq, ATAC-seq, and ChIP-seq datasets generated in this study are available in the GEO repository with record number GSE142105. The Ingenuity Pathway Analysis (IPA) database is accessible at https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/. The data and any unique materials are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Complete loss of H3K9 methylation dissolves mouse heterochromatin organization
**Source:** Nat Commun. 2021 Jul 16;12:4359. doi: 10.1038/s41467-021-24532-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Complete loss of H3K9 methylation dissolves mouse heterochromatin organization**

Thomas Montavon<sup>1</sup>, Nicholas Shukeir<sup>1</sup>, Galina Erikson<sup>1</sup>, Bettina Engist<sup>1</sup>, Megumi Onishi-Seebacher<sup>1, #</sup>, Devon Ryan<sup>1, &</sup>, Yaarub Musa<sup>1, §</sup>, Gerhard Mittler<sup>1</sup>, Alexandra Graff Meyer<sup>2</sup>, Christel Genoud<sup>2</sup> and Thomas Jenuwein<sup>1, \*</sup>

<sup>&</sup> Genedata AG, Basel, Switzerland

Includes 5 Figures and 1 Table.

Supplementary Figure 1

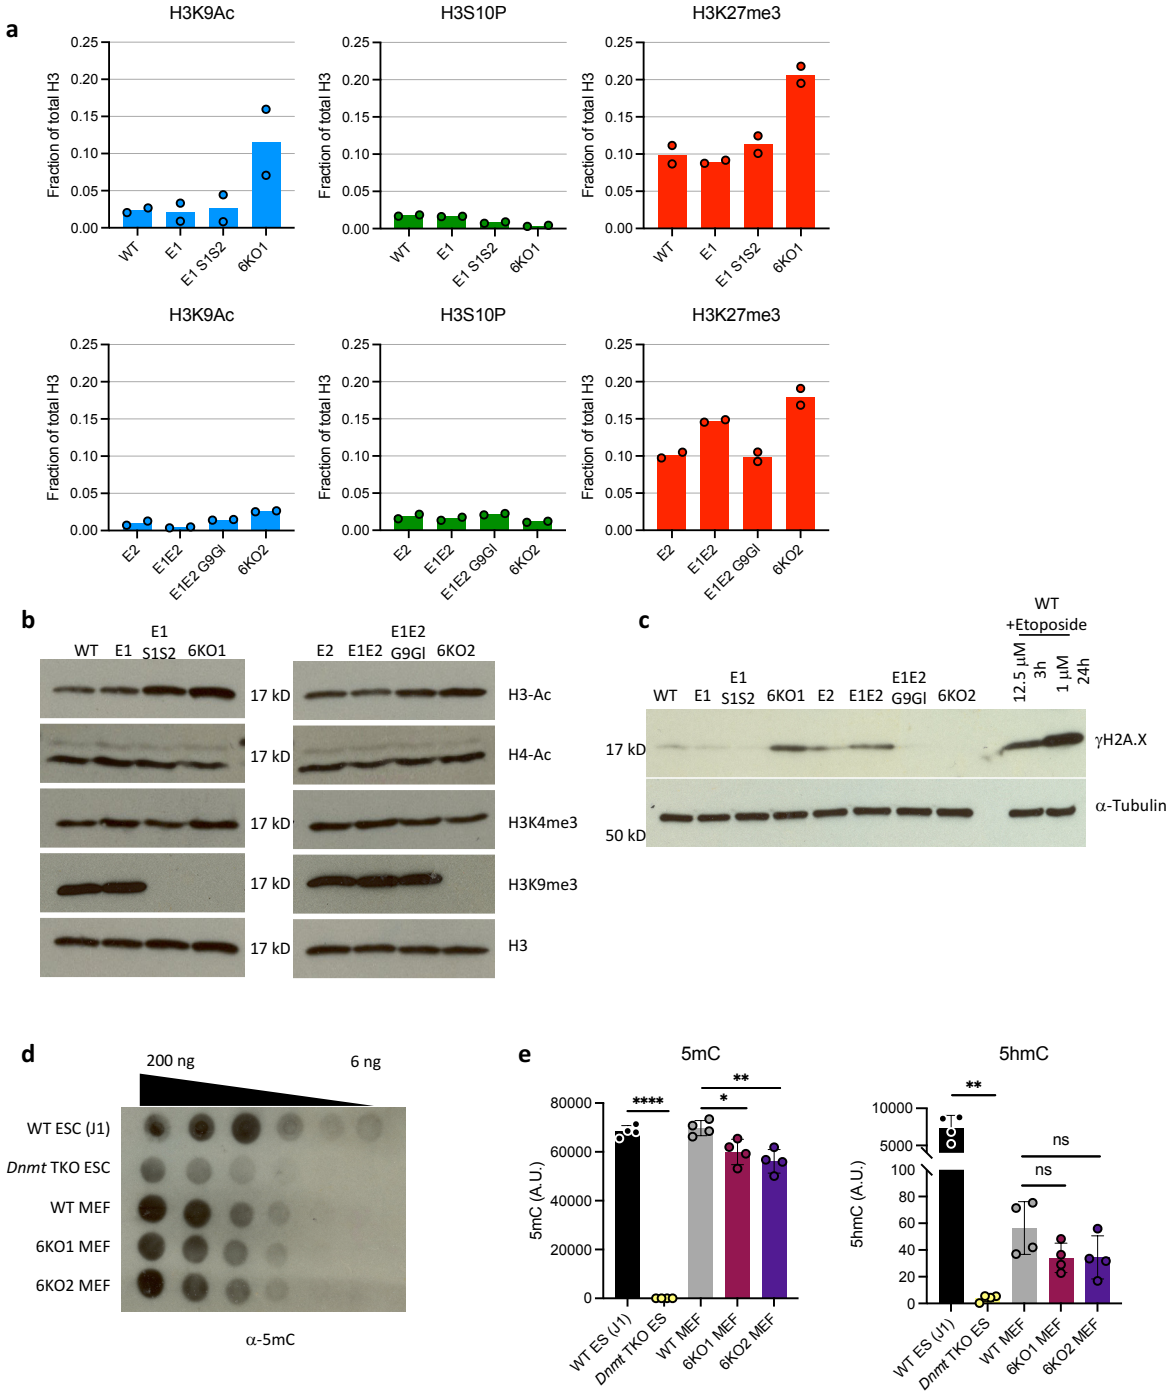

**Supplementary Figure 1. Histone modifications and DNA methylation in H3K9 KMT mutant MEF cells.**

(a) Mass spectrometry analysis of H3K9ac, H3S10P, and H3K27me3 in acid-extracted histones from compound H3K9 KMT mutants. The y-axis indicates the fraction of total H3 carrying the indicated histone modification, determined by normalizing intensities obtained for the corresponding peptides in nanoLC-MS (bars represent mean and individual data points are overlaid, N=2 independent samples).

(b) Western blot analysis of histone modifications in compound H3K9 KMT mutants. Acid-extracted histones were probed with antibodies specific for pan-acetyl H3, pan-acetyl H4, H3K4me3 and H3K9me3. Total H3 was used as loading control. Representative results of 3 independent experiments. Source data are provided as a Source Data file.

(c) Western blot for  $\gamma$ H2A.X in compound H3K9 KMT mutants. Whole-cell extracts were probed with an antibody specific for phosphorylated H2A.X (Ser139). Etoposide treatment of WT cells served as a positive induction of  $\gamma$ H2A.X.  $\alpha$ Tubulin was used as a loading control. Representative results of 2 independent experiment. Source data are provided as a Source Data file.

(d) DNA dot-blot analysis for 5-methylcytosine (5mC) levels in genomic DNA from MEFs lacking all 6 SET domain H3K9 KMT (6KO1 and 6KO2). Serial dilutions of genomic DNA were probed with an antibody specific for 5mC. Wild type and *Dnmt* triple knock-out (*Dnmt* TKO) ES cells were included as controls.

(e) Mass spectrometry analysis of DNA methylation levels. Total genomic DNA was digested to nucleosides and subjected to LC-MS. Relative abundances of 5mC and 5-hydroxymethyl cytosine (5hmC) are shown on the y-axis (mean  $\pm$  S.D., individual data points overlaid, N=4 independent samples). Wild type and *Dnmt* TKO ES cells were included as controls. Asterisks indicate statistically significant differences when compared to *WT* levels (5mC: \*,  $P = 0.024$  for 6KO1 vs *WT* MEF; \*\*,  $P = 0.005$  for 6KO2 vs *WT* MEF; \*\*\*,  $P = 1.2 \times 10^{-5}$  for *Dnmt* TKO vs *WT* ES; 5hmC, \*\*,  $P = 0.003$  for *Dnmt* TKO vs *WT* ES; two-sided, unpaired t-test).

Supplementary Figure 2

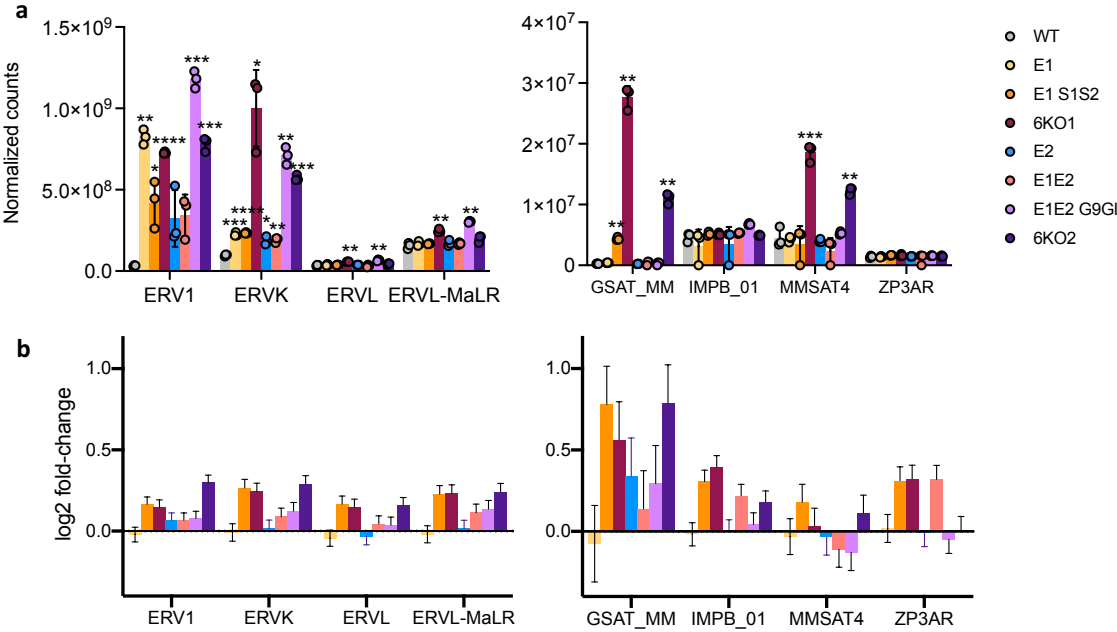

**Supplementary Figure 2. Derepression of distinct repeat families in H3K9 KMT mutant MEF cells.**

(a) Global changes in expression for specific families of LTR (ERV1, ERVK, ERVL and ERVL-MaLR, left graph) or satellite (GSAT\_MM, IMPB\_01, MMSAT4 and ZP3AR, right) repeats in compound H3K9 KMT mutants. 

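Each bar of the supplementary graphs is the count of a repeat family or satellite element, summed over all its copies and scaled by the gene counts. Here the counts were scaled by edgeR's factors to the mean library size, and both levels and ratios depend on that choice. The summed normalized count of ERV1 (mean ± SD, n = 3) was 39176 ± 5488 in WT, 874727 ± 43381 in *E1*, 1185570 ± 45997 in *E1E2 G9Gl*, 748950 ± 25868 in *6KO1* and 805398 ± 67259.6 in *6KO2*. The sum of ERVK was 110526 ± 15819 in WT, 242902 ± 15363 in *E1*, 737805 ± 2865 in *E1E2 G9Gl*, 1135120 ± 29937 in *6KO1* and 591109 ± 13966 in *6KO2*. The sum of ERVL was 37867 ± 6661 in WT, 40326 ± 4731 in *E1*, 68970.1 ± 1891 in *E1E2 G9Gl*, 60988 ± 2983 in *6KO1* and 47825 ± 942 in *6KO2*, and that of ERVL-MaLR 178121 ± 33316 in WT, 187193 ± 20662 in *E1*, 317844 ± 10452 in *E1E2 G9Gl*, 270479 ± 12491 in *6KO1* and 219670 ± 1170.2 in *6KO2*. For the last 2 families the SD of the WT libraries is of the size of the smaller changes. IMPB_01 had 4820.4 ± 1111 counts in WT and 5186 ± 368 in *6KO1*, and ZP3AR 1405 ± 241 and 1668 ± 223.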

The y-axis indicates normalized read counts (mean  $\pm$  S.D., individual data points overlaid, N=3 independent samples). Asterisks indicate statistically significant differences when compared to WT levels (ERV1: \*\*,  $P = 1.0 \times 10^{-3}$  for *E1*, \*,  $P = 0.043$  for *E1 S1S2*, \*\*\*\*,  $P = 1.3 \times 10^{-7}$  for *6KO1*, \*\*\*,  $P = 6.7 \times 10^{-4}$  for *E1E2 G9GI*, \*\*\*\*,  $P = 9.9 \times 10^{-4}$  for *6KO2*; ERVK: \*\*\*,  $P = 4.1 \times 10^{-4}$  for *E1*, \*\*\*\*,  $P = 1.2 \times 10^{-5}$  for *E1 S1S2*, \*,  $P = 0.02$  for *6KO1* and for *E2*, \*\*,  $P = 4.6 \times 10^{-3}$  for *E1E2*, \*\*,  $P = 2.3 \times 10^{-3}$  for *E1E2 G9GI*, \*\*\*,  $P = 1.4 \times 10^{-4}$  for *6KO2*; ERVL: \*\*,  $P = 4.4 \times 10^{-3}$  for *6KO1* and  $P = 1.1 \times 10^{-3}$  for *E1E2 G9GI*; ERVL-MaLR: \*\*,  $P = 3.3 \times 10^{-3}$  for *6KO1* and  $P = 2.7 \times 10^{-3}$  for *E1E2 G9GI*; GSAT\_MM: \*\*,  $P = 9.3 \times 10^{-3}$  for *E1 S1S2*,  $P = 1.6 \times 10^{-3}$  for *6KO1*,  $P = 2.2 \times 10^{-3}$  for *6KO2*; MMSAT4: \*\*\*,  $P = 3.8 \times 10^{-4}$  for *6KO1*, \*\*,  $P = 7.6 \times 10^{-3}$  for *6KO2*, two-sided, unpaired t-test). (b) Change in DNA accessibility for specific families of LTR and satellite repeats in compound H3K9 KMT mutants. The y-axis indicates log2 fold change of normalized ATAC-seq reads for compared to WT (mean  $\pm$  S.D., N=2 independent samples).

Supplementary Figure 3

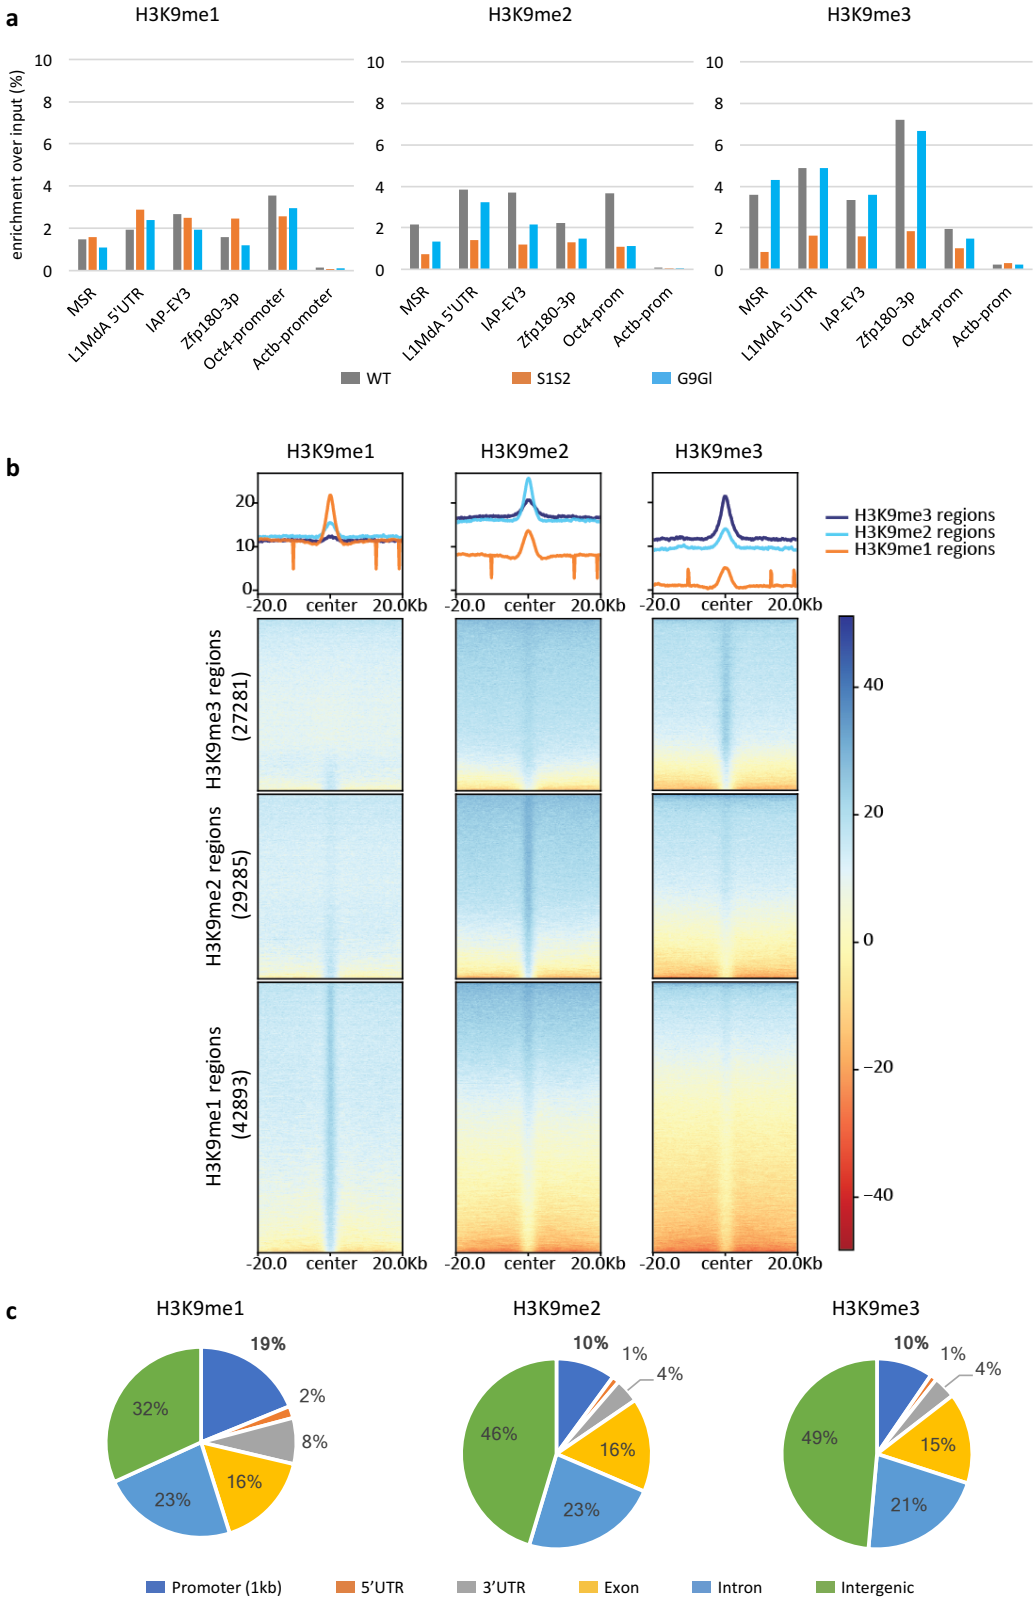

**Supplementary Figure 3. Genome-wide mapping of H3K9me1, H3K9me2 and H3K9me3 in *Eset1cKO* MEF cells.**

(a) Validation of H3K9 methyl antibodies used for chromatin immunoprecipitation (ChIP-qPCR). Enrichment over input is shown for selected loci known to harbour H3K9 methylation: Major satellite repeats (MSR), L1MdA 5'UTR, IAP-EY3, Zinc finger protein 180 (Zfp180), POU domain class 5 transcription factor 1 (Oct4). In addition, one negative control, Actin b promoter, is shown. Antibodies were tested on chromatin isolated from WT MEF cells (grey), as well as from *Suv39h1/Suv39h2* (S1S2, orange) and *G9a/Glp* (G9GI, blue) mutants. N = 1 experiment.

(b) Comparative heatmaps for H3K9me1 (left), H3K9me2 (middle) and H3K9me3 (right) distribution. Heatmaps extend +/- 20 kb from the center of the enriched regions.

(c) Pie charts showing distribution of H3K9me1 (left), H3K9me2 (middle) and H3K9me3 (right) methylated regions over genomic features (promoters, 5' and 3'UTR, exons, introns and intergenic regions). Promoter regions (bold numbers) are defined as sequences within +/-1 kb of the transcription start site (TSS).

Supplementary Figure 4

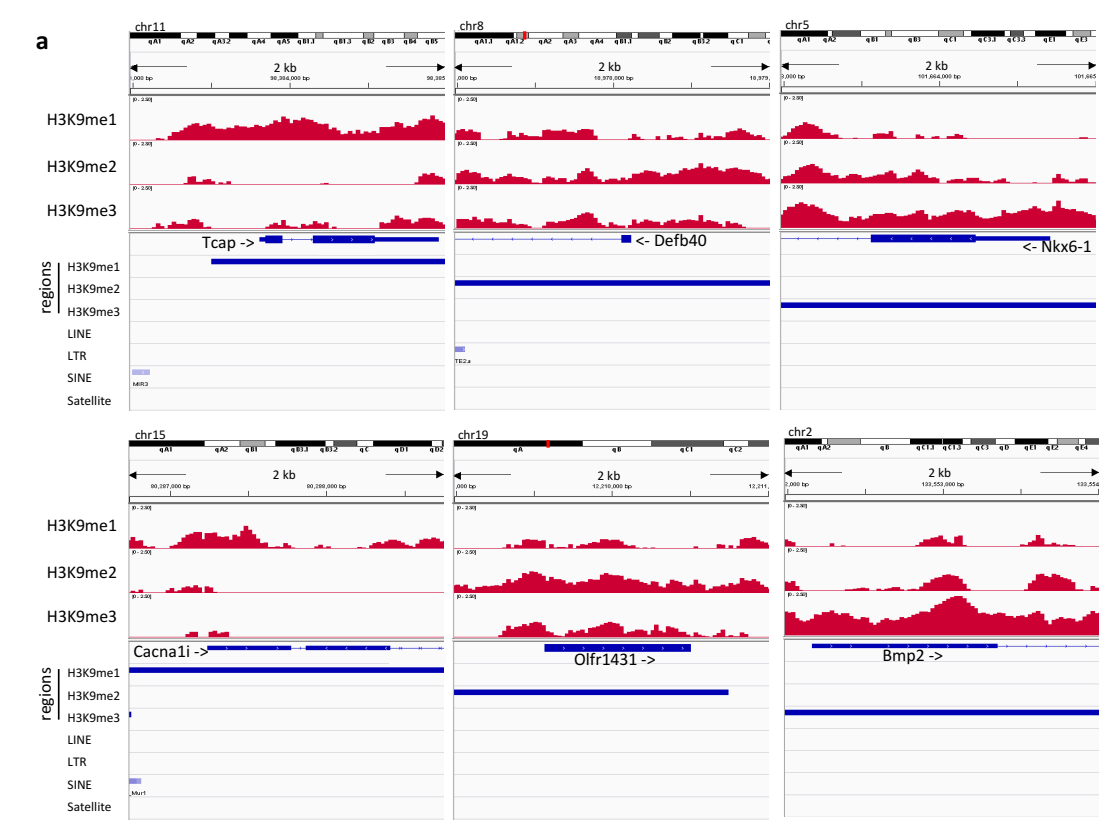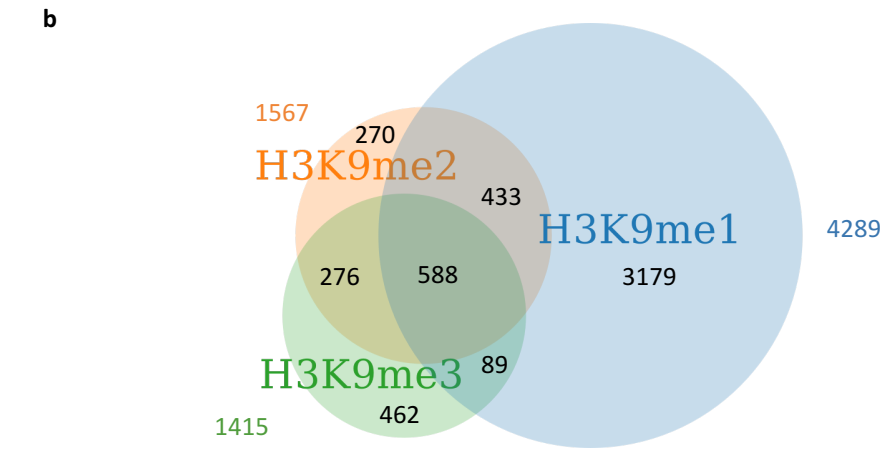

#### **Supplementary Figure 4. H3K9 methylation at gene promoters.**

(a) Genome browser tracks showing H3K9me1, H3K9me2 or H3K9me3 enrichment over input (log2 fold change, red) at example gene promoters, as determined by ChIP-seq in WT MEFs. Two example promoters are shown for each H3K9 methylation state: H3K9me1, Titin-cap (*Tcap*) and Calcium channel, voltage-dependent, alpha 1I subunit (*Cacna1a*); H3K9me2, Defensin beta 40 (*Defb40*) and Olfactory receptor 1431 (*Olf1431*); H3K9me3, NK6 homeobox 1 (*Nkx6-1*) and Bone morphogenetic protein 2 (*Bmp2*). 

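These genes were picked in the supplement for the methylation at their promoters. *Tcap*, on chromosome 11 from 98383811 to 98384953 of GRCm38, had 2.31 ± 1.16 normalized counts in WT (SD, n = 3) and at most 4.16 ± 4.64 in a mutant, in *E2*. *Defb40*, on chromosome 8 from 18974940 to 18978256, had no count in any library. *Olfr1431*, on chromosome 19 from 12200634 to 12212191, *Nkx6-1*, on chromosome 5 from 101658139 to 101664996, and *Bmp2*, on chromosome 2 from 133552159 to 133562885, had none in WT and means of at most 0.385, 0.690 and 0.326 in a mutant. These 5 genes were under the filter on low counts and were not tested. *Cacna1i*, on chromosome 15 from 80287238 to 80398279, had 4.01 ± 1.16 counts in WT and rose to 184 ± 40.3 in *6KO1* and 62.0 ± 23.0 in *6KO2* (adjusted p = 9.9e-13 and 9.3e-09, edgeR), and to 25.8 ± 6.70 in *E1*. Its log2 fold change was 4.26 in *E1 S1S2*, 4.63 in *E1E2 G9Gl*, 3.13 in *E1E2* and 2.39 in *E2*. The legend gives the full name of this gene with the symbol of a related one, and the full name was followed here.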

Each browser track shows a 2 kb genomic interval surrounding the TSS. Positive peak is indicated by blue bars below gene annotation.

(b) Venn diagram of H3K9 methylated gene promoters. The total numbers of genes decorated by H3K9me1, H3K9me2, or H3K9me3 over their promoter (+/- 1 kb of the TSS) is indicated beside each colored area. Overlaps indicate genes with promoters that are positive for more than one H3K9 methylation state.

Supplementary Figure 5

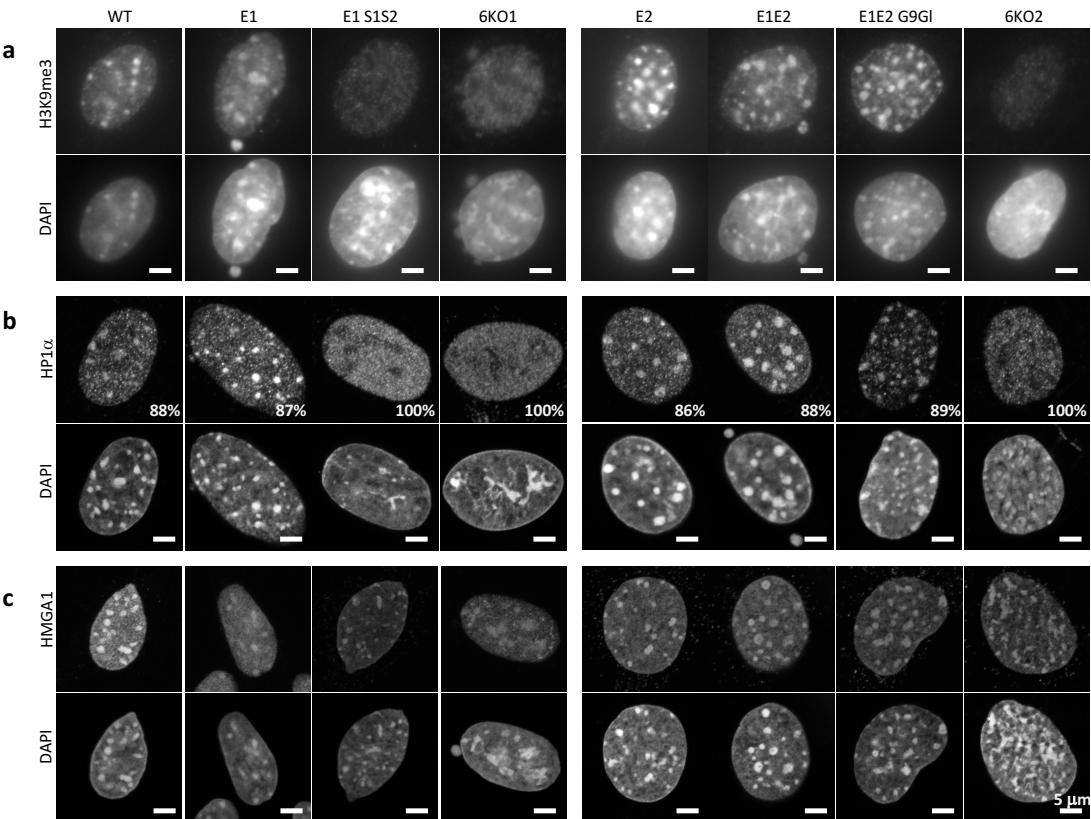

**Supplementary Figure 5. Heterochromatin markers in H3K9 KMT mutant MEF cells.**

(a) Immunofluorescence for H3K9me3. Representative images (N=100) are shown. For each image, lower panels show DAPI counterstaining of the same nuclei.

(b) Immunofluorescence for HP1 $\alpha$ . Percentages indicate cells that display the shown pattern. N= 203 cells examined for WT, 157 for *E1*, 214 for *E1 S1S2*, 101 for *6KO1*, 194 for *E2*, 114 for *E1E2*, 122 for *E1E2 G9G1* and 103 for *6KO2*. For each image, lower panels show DAPI counterstaining of the same nuclei.

(c) Immunofluorescence for HMGA1. Representative images (N=200) are shown. For each image, lower panels show DAPI counterstaining of the same nuclei. Scale bars represent 5 micrometers ( $\mu\text{m}$ ).

**Supplementary Table 1. List of oligonucleotide sequences.**

| Primer name     | Type      | Target locus  | Sequence                  |
|-----------------|-----------|---------------|---------------------------|
| Setdb2_ex7_gRNA | gRNA      | Setdb2 exon7  | GTTTCGTAGATTCCGTCCAC      |
| Setdb2_ex8_gRNA | gRNA      | Setdb2 exon8  | CATTCTCCATCCGATGACAA      |
| Suv39h1_gRNA1   | gRNA      | Suv39h1 exon3 | AGCTTGTCCGACGACACCGC      |
| Suv39h1_gRNA2   | gRNA      | Suv39h1 exon3 | GCGGGAGTTGCACTCGTAGA      |
| Suv39h2_gRNA1   | gRNA      | Suv39h2 exon3 | TCTACTACATTAACGAGTAC      |
| Suv39h2_gRNA2   | gRNA      | Suv39h2 exon3 | TGCAACTCAAGGTGTTCGATG     |
| G9a_ex21_gRNA   | gRNA      | G9a exon21    | TACTTGTAGTCCTCCGGGCA      |
| G9a_ex22_gRNA   | gRNA      | G9a exon22    | GTCAGCTCAGTATCCGATGC      |
| Glp_ex21_gRNA   | gRNA      | Glp exon21    | GAGACATACTTATAGTTGGT      |
| Glp_ex23_gRNA   | gRNA      | Glp exon23    | GAGGAACTGCCGCAATCGTG      |
| Setdb2_ex7F     | Surveyor  | Setdb2 exon7  | TTCCATCGCCATATCTGCTC      |
| Setdb2_ex7R     | Surveyor  | Setdb2 exon7  | TCGGGGCCATACTGTATTTCTA    |
| Setdb2_ex8F     | Surveyor  | Setdb2 exon8  | AGCCTGTGGTTGGTGTGATT      |
| Setdb2_ex8R     | Surveyor  | Setdb2 exon8  | TGAAACCTGTAAGACTGTAGACCA  |
| Suv39h1_F1      | Surveyor  | Suv39h1 exon3 | CCTGGCTGGTCAGCAATGTT      |
| Suv39h1_R1      | Surveyor  | Suv39h1 exon3 | GTGGGTGCCAACAGACAGT       |
| Suv39h1_F2      | Surveyor  | Suv39h1 exon3 | GGAGCCACGGCAGAATCTAAA     |
| Suv39h1_R2      | Surveyor  | Suv39h1 exon3 | GGGTTAGGGGCACACATACTAC    |
| Suv39h2_F1      | Surveyor  | Suv39h2 exon3 | TGGCCAGATTCTACAAACACCT    |
| Suv39h2_R1      | Surveyor  | Suv39h2 exon3 | TGCCAATGAACCCTTCTCCT      |
| Suv39h2_F2      | Surveyor  | Suv39h2 exon3 | GGCCAGATTCTACAAACACCTG    |
| Suv39h2_R2      | Surveyor  | Suv39h2 exon3 | ATGCCAATGAACCCTTCTCC      |
| G9a_ex21-F      | Surveyor  | G9a exon21    | ACTAGAGCGCGCATTTGCAT      |
| G9a_ex21-R      | Surveyor  | G9a exon21    | TAGCCGAGATTGTTCTCCGTGG    |
| G9a_ex22-F      | Surveyor  | G9a exon22    | TTAAACTCCTGGAGCAGCCG      |
| G9a_ex22-R      | Surveyor  | G9a exon22    | GAAGTGCAGACATCGACCA       |
| Glp_ex21-F      | Surveyor  | Glp exon21    | TTGGCCTTTATTTTCCCTTTTAGC  |
| Glp_ex21-R      | Surveyor  | Glp exon21    | GCTTAGACCAACATGGACCCTC    |
| Glp_ex23-F      | Surveyor  | Glp exon22    | CAGTCAGTAGCCTTGGGACC      |
| Glp_ex23-R      | Surveyor  | Glp exon22    | ACAGGAGGCACAGGAAAAGG      |
| Act-b-F         | ChIP-qPCR | Actb promoter | AGCCAACTTTACGCCTAGCGT     |
| Act-b-R         | ChIP-qPCR | Actb promoter | TCTCAAGATGGACCTAATACGGC   |
| Oct4-F          | ChIP-qPCR | Oct4 promoter | CCAGTCACACCCAACCTCTT      |
| Oct4-R          | ChIP-qPCR | Oct4 promoter | CTGGCCCTTGTCTATGTAGGT     |
| Zfp180-F        | ChIP-qPCR | Zfp180 exon5  | CCGTACAGGTGCAATCTGTG      |
| Zfp180-R        | ChIP-qPCR | Zfp180 exon5  | GTTTGTAGCTCTGGCGGAAC      |
| MSR-F           | ChIP-qPCR | MSR           | TGGAATATGGCGAGAAAACCTG    |
| MSR-R           | ChIP-qPCR | MSR           | AGGTCCTTCAGTGGGCATTT      |
| L1MdA-F         | ChIP-qPCR | L1MdA 5'UTR   | ACTGCGGTACATAGGGAAGC      |
| L1MdA-R         | ChIP-qPCR | L1MdA 5'UTR   | TGTGATCCACTCACCAGAGG      |
| IAP-EY3-F       | ChIP-qPCR | IAP-EY3       | ACAGAGGAGGACAACTGCTC      |
| IAP-EY3-R       | ChIP-qPCR | IAP-EY3       | AACCTTACACAGGCAAAAAGC     |
| MSR-probe1      | DNA FISH  | MSR           | aTtTaGaAaTgTcCaCtGtAgGaC  |
| MSR-probe2      | DNA FISH  | MSR           | aAtAtGgCaAgAaAaCtGaAaAT   |
| MSR-probe3      | DNA FISH  | MSR           | aAtGaGaAaCaTcCaCtTgAcGaCT |
| MSR-probe4      | DNA FISH  | MSR           | tGaAaAaTgAgAaAtGcAcAcTG   |

For DNA Fish probes, lowercase indicates locked nucleic acid.

How the deposited data were processed for this re-analysis (not part of the article)

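RNA-seq of 24 cultures of mouse embryonic fibroblasts was re-analysed, 3 in each of 8 conditions: WT, *E1*, *E1 S1S2*, *6KO1*, *E2*, *E1E2*, *E1E2 G9Gl* and *6KO2*. Condition and replicate number were taken from the sample labels and the paper. The authors trimmed paired reads with cutadapt, aligned them to GRCm38 with STAR, and counted them on genes and repeat elements with TEtranscripts. They deposited the result as whole-number counts per gene and per repeat element, without normalization. TEtranscripts shares reads that map to several places among copies of a repeat element, so a repeat count is a sum over copies and carries the error of that sharing. The trimming, alignment and counting were not repeated here. The counts were matched to the libraries by the column names, and 0 columns were left without a sample. The table has 47937 genes, 1445 repeat elements and 1 malformed entry that was left out, and 14102 entries have no count in any library. Gene symbols were found for 47224 gene identifiers. Coordinates and overlaps come from the GENCODE annotation of GRCm38.

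Each library held between 24737307 and 37419816 counts, of which 19541909 to 31489070 were on genes. The libraries of one condition differed by more than counting error over all genes together. Whether replicate spread or depth sets the precision at a given count level was not tested. Genes and repeat elements with low counts were removed with edgeR's filterByExpr by condition, which left 18565 genes, 1207 repeat elements and 56 repeat families. TMM factors and library sizes from the genes were used for genes and for repeats, after the paper, which scaled repeats by the gene counts. Tests were edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) over all libraries with 1 coefficient per condition, two-sided, with Benjamini-Hochberg adjustment within genes, within repeat elements and within families. The prior degrees of freedom estimated by edgeR were 6.33 for genes, 28.6 for repeat elements and 8.75 for families. A call needs an absolute log2 fold change of at least 1 and an adjusted p of at most 0.01. There were 12 gene comparisons, 7 of them against WT. Class totals were summed from normalized counts and compared with WT by two-sided exact permutation tests, whose smallest p is 0.1 for 3 libraries against 3. Gene lists were tested with camera at an inter-gene correlation of 0.01, adjusted over 35 tests.

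The steps were tested on simulated data drawn from the means of the real genes and repeats. Of 200 changed genes among 18565, edgeR called 183 (91.5%) and 1 other gene, and DESeq2 called 181 (90.5%) and 0 others. Of 200 changed repeat elements among 1207, 199 (99.5%) were called, with 1 other. Camera found 1 of 1 raised list and 0 of the others, among 21 lists of 50 genes. The simulated genes were drawn independently, so this does not test camera on lists whose genes vary together. A simulated shift of one chromosome by -0.5, among 9475 genes on all chromosomes, was found as -0.49, and the largest shift of another chromosome was 0.017. Figures were drawn with matplotlib 3.10.9.

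The genes named in the text are those the paper names for RNA-seq and its promoter examples, the 6 H3K9 KMT genes, and the genes with the largest rises and falls in *6KO1* among those past the thresholds in both *6KO* lines whose libraries all lie on one side of all WT libraries; other names are marked as chosen after their values were seen. Some of the genes the paper names are not reported here. Replicate numbers in the sample labels give the pairing used for the replicate block, and the deviations of same-numbered libraries were correlated to check it. The alternatives were DESeq2 1.42.0 with its own size factors, the same with unadjusted p, edgeR with unadjusted p, RLE factors, DESeq2 size factors for totals, no filter on low counts, only genes or elements with a mean normalized count above 100, no fold change minimum, only the 6 libraries of the conditions compared, the replicate block, factors from genes and repeats together or from repeats alone, totals without the largest element, a camera test with the correlation estimated from the data, and each library left out in turn. Ingenuity Pathway Analysis and the groups of genes defined by ChIP-seq or DNA methylation were not analysed here, because they need other data or software.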

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

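The tests in this part were chosen only after the results had been seen, except the test of chromosome-wide shifts as the source of the differences between the *6KO* lines and the test of whether *E2* already has the changes that follow *Eset1* loss. The *6KO1* and *6KO2* lines, in which the same 6 genes were inactivated in another order, differed when tested directly. 1813 genes were higher and 1318 lower in *6KO1* than in *6KO2*. A candidate explanation is a set of chromosome-wide shifts in the clones. After each chromosome's median was subtracted, 2794 of the 3131 genes (89.2%) were still at least 2-fold apart, so chromosome-wide shifts could account for at most the remaining minority of the calls. Shifts of a part of a chromosome are not removed in this way and were not tested. Each line is 1 clone, so an effect of the order of mutation and a difference between clones cannot be told apart here.

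For the 12 gene comparisons and the 7 repeat comparisons, the 6 libraries were also split in the other possible ways. Of the 10 splits, 4 part all 3 same-numbered pairs, the real one among them, and the other 6 part only 1 pair. In each comparison, 1 of those 4 splits, the real one, gave as many genes or elements. The other splits called 0 genes and 0 elements, against 352 to 5110 genes and 56 to 522 elements in the real splits, while in the other splits 3 to 1875 genes and 0 to 229 elements had an unadjusted p under 0.05. The share of the 4 splits cannot be under 0.05 whatever the counts, so it decides nothing here.

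The effect of 4-OHT on the ERV1 total differed between the parental line and the *Eset2*-mutant clone. The ERV1 log2 fold change against WT was 4.48 in *E1*, and 3.64 in the libraries labelled *E2*, which had no 4-OHT by their titles and the paper. The treatment field of the labels names 4-OHT for all samples, WT and *E2* included, while the growth field allows medium with or without it. The difference between the 4-OHT effects was -4.65. On the log2 totals of each library it was -4.64, with a two-sided exact permutation p of 0.005 over 400 arrangements, the smallest they can give. Every *E2* total lay above every WT total, and every *E1* total above every *E1E2* total. This p reflects that separation and not the size of the difference. Without its largest element, the *E2* rise of the ERV1 total was 2.81, and without the 3 elements with the highest *E2* counts, which hold 78.3% of the total, it was 2.23 (SE 0.11), a test added after the values were seen, so these elements do not fully account for it. Between the *E2* and *E1E2* libraries 552 genes were called, so these sets of cultures differ. Any difference between cultures could give such calls, so they cannot tell whether the *E2* cultures were treated with 4-OHT. *E2* may already have part of the changes that follow *Eset1* loss. The 421 genes higher in *E1* than in WT had a median log2 fold change of 2.07 in *E1* and 1.46 in *E2* against WT, and rose by a median of 0.40 from *E2* to *E1E2*. The WT libraries that picked these genes are also the reference for *E2*, which can raise its value. With genes picked without 1 WT library and compared with that library alone, a test added after the values were seen, the median in *E2* ran from 1.21 to 1.30. Of the 421 genes, 209 were called higher in *E2* than in WT and 77 higher in *E1E2* than in *E2*. Inactivation of *Eset1* in part of the untreated cells is a possible explanation that could not be settled, because *Setdb1* counts differed by 0.0072 (SE 0.078) between *E1E2* and *E2*, and the counts cover the whole gene and not the floxed exons alone. The pattern cannot be told apart from that explanation.

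The paper does not report expression by chromosome. In several mutants, the medians of single chromosomes lay away from the median of all genes. The farthest chromosome of any WT library was 0.139 from the WT mean (log2), and the largest shift in *E1* was 0.128. The medians were taken over 9468 protein-coding genes, and shifts of at least 0.3, a limit chosen after the values had been seen, are given. In *E1 S1S2*, chromosome 9 was shifted by -0.32, chromosome 14 by -0.37 and chromosome X by 0.37. In *6KO1*, the shifts were 0.31 for chromosome 3, -0.31 for 9, -0.62 for 10 and 0.50 for 19. The medians of 8 stretches of chromosome 3 ran from -0.54 to 0.46 in *6KO1*, so its shift does not hold along the whole chromosome. Chromosome 1 was shifted by -0.34 in *E2* and -0.36 in *E1E2*, and chromosome 10 by -0.30 in *E1E2*. Under the limit, chromosome 1 was also lower in *E1 S1S2* (-0.24), *6KO1* (-0.29), *E1E2 G9Gl* (-0.29) and *6KO2* (-0.24), so this fall is not particular to 1 branch. In *E1E2 G9Gl*, chromosome 14 was shifted by -0.46 and chromosome 16 by 0.33.

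The explanations were tested on chromosome 10 in *6KO1*, which had the largest shift. After regression on transcript length and GC content, the shift was -0.62. It was not due to a few genes, since 82.9% of its genes lay below the median of all genes, nor to a single library, since the smallest shift of the 3 libraries was -0.60. None of 10000 random lists matched on expression lay as far (permutation p = 1.0e-04, the smallest they can give). A change in copy number would lower the whole chromosome, and the smallest fall among 8 stretches of it was -0.58. No DNA copy number was analysed here, so the shift cannot be told apart from a change in copy number. Of 785 genes tested on chromosome 10, 205 were called lower in *6KO1* (26.1%, against 9.53% elsewhere). *Cdk1*, *Cdk2* and *Cdk4* lie there. After subtraction of the chromosome's median, -0.48, -0.35 and -0.86 of their changes were left, and how much of each fall comes from the chromosome cannot be told.

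The shifts may be inherited along the clone lineage. Over 20 chromosomes, which are not independent replicates, the shifts of *E1 S1S2* against WT and of its descendant *6KO1* against *E1* correlated at r = 0.640 (permutation p = 0.00240, adjusted p = 0.00480, rho = 0.595), and those of *E1E2 G9Gl* and its descendant *6KO2* at r = 0.723 (permutation p = 1.4e-04, adjusted p = 5.6e-04, rho = 0.725). Between the branches, r was 0.540 for *E1 S1S2* and *6KO2* (permutation p = 0.0137, adjusted p = 0.0183, rho = 0.508) and 0.341 for *E1E2 G9Gl* and *6KO1* (permutation p = 0.140, the same after adjustment, rho = 0.430). The adjustment covers these 4 relations. Whether the correlations within a branch exceed those between branches was not tested. Not all large shifts of a parent were kept. Those of chromosomes 9, 14 and X in *E1 S1S2* (-0.32, -0.37 and 0.37) were -0.31, -0.22 and -0.14 in *6KO1*. Those of chromosomes 14 and 16 in *E1E2 G9Gl* (-0.46 and 0.33) were -0.14 and 0.044 in *6KO2*, all against WT. Chromosome 10, at -0.30 in *E1E2*, was at -0.064 in *E2*, the same clone labelled as without 4-OHT. It was at 0.031 in *E1E2 G9Gl*, which was derived from that clone.

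RLTR6-int, an ERV1 element outside those the paper discusses, had a log2 fold change against WT of 10.22 (SE 0.22) in *E1E2 G9Gl*, where it reached 668733 ± 36195 normalized counts (SD, n = 3), against 4.30 in *E1*, 5.62 in *6KO1* and 6.03 in *6KO2*. It makes up 56.4% of the ERV1 total of *E1E2 G9Gl*. The LTR total of *E1E2 G9Gl* was 1.04 times that of *6KO1* with RLTR6-int and 0.751 times without it, so the level of that total rests on this element. Whether reads of related elements were assigned to RLTR6-int was not tested, and no biological explanation was tested.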

How the results depend on the processing

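The alternatives were chosen before the data were examined, except totals without RLTR6-int and family totals without the element largest in the mutant compared, which were chosen after seeing the data. All alternatives that were listed could be run. The named genes and elements without a value at a mean normalized count above 100 were *Cacna1i*, *Cxcl14*, *H19*, LTR109A2, MER65D, RLTR19D, *Treml4* and *Zfp936*, since their mean is lower, and with only the 6 libraries compared some values of *Treml4* and *Zfp936* could not be fitted after the filter on low counts. The ERV1 rise kept its direction and side in every mutant under every alternative tried on it and with each library left out. Over the alternatives that kept all libraries it ranged over 3.51 to 4.49 in *E1*, 3.04 to 3.91 in *E1 S1S2*, 3.64 to 4.27 in *6KO1*, 2.81 to 3.65 in *E2*, 2.58 to 3.47 in *E1E2*, 3.74 to 4.96 in *E1E2 G9Gl* and 3.74 to 4.37 in *6KO2*. The GSAT_MM rise did so in *E1 S1S2* (3.82 to 4.11), *6KO1* (6.05 to 6.71) and *6KO2* (5.00 to 5.37), and the mean of the p53 targets in *6KO1* (1.31 to 1.38).

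Without a fold change minimum, 40 results moved beyond 1.5 times or 1 SD and 3 kept their direction and came to pass the thresholds, and the cause was not tested. Genes numbered 1248 higher and 1226 lower in *E1* than in WT, 3696 higher and 4067 lower in *E1 S1S2* than in WT, 6667 higher and 5633 lower in *6KO1* than in WT, 2328 higher and 2675 lower in *E2* than in WT, 3019 higher and 3135 lower in *E1E2* than in WT, 5733 higher and 5245 lower in *E1E2 G9Gl* than in WT, 5474 higher and 4643 lower in *6KO2* than in WT, 4644 higher and 4492 lower in *6KO1* than in *6KO2*, 1222 higher and 994 lower in *E1E2* than in *E2*, 2131 higher and 2003 lower in *E1E2* than in *E1*, 5647 higher and 4258 lower in *6KO1* than in *E1 S1S2* and 3962 higher and 4141 lower in *6KO2* than in *E1E2 G9Gl*. Repeat elements numbered 93 higher and 8 lower in *E1* than in WT, 174 higher and 29 lower in *E1 S1S2* than in WT, 633 higher and 57 lower in *6KO1* than in WT, 116 higher in *E2* than in WT, 154 higher and 31 lower in *E1E2* than in WT, 752 higher and 41 lower in *E1E2 G9Gl* than in WT and 456 higher and 56 lower in *6KO2* than in WT. There were 4126 genes higher in both *6KO1* and *6KO2* than in WT, 3441 genes lower in both *6KO1* and *6KO2* than in WT and 531 genes changed in opposite directions in *6KO1* and *6KO2*. Newly past the thresholds, GSAT_MM was at 0.68 in *E1* and 0.64 in *E1E2 G9Gl* and IMPB_01 was at 0.48 in *E1E2 G9Gl*. Direction and side were kept by 30 counts, totals, satellite elements and gene lists and 38 single genes or elements. Of the other single genes or elements, 1 came to pass the thresholds.

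With only genes or elements of mean normalized count above 100, 36 results moved beyond 1.5 times or 1 SD, 3 kept their direction but lost the thresholds and 4 changed sign, and the cause was not tested. Genes numbered 192 higher and 155 lower in *E1* than in WT, 586 higher and 374 lower in *E1 S1S2* than in WT, 1338 higher and 933 lower in *6KO1* than in WT, 271 higher and 180 lower in *E2* than in WT, 463 higher and 222 lower in *E1E2* than in WT, 1212 higher and 721 lower in *E1E2 G9Gl* than in WT, 905 higher and 447 lower in *6KO2* than in WT, 566 higher and 477 lower in *6KO1* than in *6KO2*, 155 higher and 71 lower in *E1E2* than in *E2*, 323 higher and 136 lower in *E1E2* than in *E1*, 804 higher and 455 lower in *6KO1* than in *E1 S1S2* and 415 higher and 613 lower in *6KO2* than in *E1E2 G9Gl*. Repeat elements numbered 0 lower in *E1* than in WT, 0 lower in *E1 S1S2* than in WT, 262 higher and 4 lower in *6KO1* than in WT, 3 lower in *E2* than in WT, 0 lower in *E1E2* than in WT, 329 higher and 3 lower in *E1E2 G9Gl* than in WT and 2 lower in *6KO2* than in WT. There were 707 genes higher in both *6KO1* and *6KO2* than in WT, 292 genes lower in both *6KO1* and *6KO2* than in WT and 35 genes changed in opposite directions in *6KO1* and *6KO2*. The thresholds were lost where the mean of the p53 targets was at -0.49 in *E1E2 G9Gl*, the mean of the proliferation genes was at -0.18 in *6KO2* and the mean of the Parp genes was at 0.79 in *E1E2*. After the change of sign, *Suv39h1* was at 0.010 in *E1E2*, *Parp3* was at 0.052 in *6KO1*, *Parp6* was at 0.042 in *6KO1* and *Bbs9* was at 0.0017 in *E2*. In 69 counts, totals, satellite elements and gene lists and 214 single genes or elements, direction and side were both kept. Of the other single genes or elements, 2 lost the thresholds and 3 came to pass them.

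With only the 6 libraries compared, 4 results moved beyond 1.5 times or 1 SD, 1 kept its direction but lost the thresholds and 2 changed sign, and the cause was not tested. Genes numbered 258 higher in *E1* than in WT, 329 higher and 375 lower in *E2* than in WT and 257 higher in *E1E2* than in *E2*. Of the weakened results, the mean of the proliferation genes was at -0.21 in *6KO2*. After the change of sign, *Suv39h1* was at 0.0079 in *E1E2* and *Bbs9* was at 0.010 in *E2*. Neither direction nor side changed for 100 counts, totals, satellite elements and gene lists and 232 single genes or elements. Of the other single genes or elements, 2 lost the thresholds and 3 came to pass them. In the 7 comparisons of repeat elements with WT, edgeR's prior degrees of freedom were infinite under this choice, so the replicate spread of a single element did not enter its p, and a call kept there is no check on that spread.

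When the factors came from the repeats alone, 22 results moved beyond 1.5 times or 1 SD, 4 kept their direction but lost the thresholds and 20 changed sign, and the cause was not tested. Repeat elements numbered 21 lower in *E1 S1S2* than in WT, 231 higher and 97 lower in *6KO1* than in WT, 271 higher and 125 lower in *E1E2 G9Gl* than in WT and 52 lower in *6KO2* than in WT. As ratios to WT, the SINE total was at 0.666 in *6KO1*, 0.590 in *E1E2 G9Gl* and 0.753 in *6KO2*, the LINE total was at 1.32 in *6KO1*, 1.49 in *E1E2 G9Gl* and 1.28 in *6KO2*, the LTR total was at 3.96 in *6KO1*, 3.53 in *E1E2 G9Gl* and 3.62 in *6KO2* and the Satellite total was at 0.921 in *E1*, 1.32 in *E1 S1S2*, 3.11 in *6KO1*, 0.909 in *E2*, 0.927 in *E1E2*, 0.707 in *E1E2 G9Gl* and 2.10 in *6KO2*. Among those that lost the thresholds, the ERVK total was at 0.98 in *E1 S1S2*, the L1 total was at 0.42 in *6KO1* and 0.59 in *E1E2 G9Gl* and GSAT_MM was at 0.95 in *E1E2*. After the change of sign, the ERVL total was at -0.013 in *E1* and -0.014 in *E1 S1S2*, the ERVL-MaLR total was at -0.029 in *E1*, -0.035 in *E1 S1S2*, -0.0072 in *6KO1*, -0.0054 in *E2* and -0.022 in *6KO2*, the L1 total was at -0.0067 in *E1E2*, GSAT_MM was at -0.23 in *E1E2 G9Gl*, IMPB_01 was at -0.053 in *E1 S1S2*, -0.50 in *6KO1*, -0.35 in *E1E2 G9Gl* and -0.28 in *6KO2*, MMSAT4 was at -0.014 in *E1 S1S2* and -0.72 in *E1E2 G9Gl* and ZP3AR was at -0.066 in *E1*, -0.37 in *6KO1*, -0.023 in *E2*, -0.67 in *E1E2 G9Gl* and -0.23 in *6KO2*. Direction and side were kept by 63 counts, totals, satellite elements and gene lists and 39 single genes or elements.

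With DESeq2 in place of edgeR, 73 counts, totals, satellite elements and gene lists and 240 single genes or elements kept their direction and side. Of the single genes or elements, 3 came to pass the thresholds, with the cause not tested.

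With DESeq2 and unadjusted p, 73 counts, totals, satellite elements and gene lists and 240 single genes or elements kept their direction and side. Of the single genes or elements, 3 came to pass the thresholds, with the cause not tested.

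With unadjusted p in edgeR, 1 result moved beyond 1.5 times or 1 SD, and the cause was not tested. Repeat elements numbered 14 lower in *E1 S1S2* than in WT. Direction and side were kept by 72 counts, totals, satellite elements and gene lists and 243 single genes or elements.

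With RLE factors, 62 counts, totals, satellite elements and gene lists and 201 single genes or elements kept their direction and side. Of the single genes or elements, 3 came to pass the thresholds, with the cause not tested.

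Without the largest element of a total, 8 results moved beyond 1.5 times or 1 SD and 2 kept their direction but lost the thresholds, and the cause was not tested. As ratios to WT, the LTR total was at 2.15 in *E1 S1S2*, 1.92 in *E2* and 1.84 in *E1E2* and the Satellite total was at 1.80 in *E1 S1S2*, 5.37 in *6KO1*, 1.09 in *E2*, 1.19 in *E1E2* and 1.39 in *E1E2 G9Gl*. Of the weakened results, the ERVK total was at 0.62 in *E1* and 0.66 in *E1 S1S2*. Neither direction nor side changed for 53 counts, totals, satellite elements and gene lists.

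Without RLTR6-int, 1 result moved beyond 1.5 times or 1 SD, and the cause was not tested. As ratios to WT, the LTR total was at 4.49 in *E1E2 G9Gl*. Direction and side were kept by 13 counts, totals, satellite elements and gene lists.

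Without the element largest in the mutant compared, 2 results kept their direction but lost the thresholds, and the cause was not tested. The thresholds were lost where the ERVK total was at 0.62 in *E1* and 0.66 in *E1 S1S2*. In 33 counts, totals, satellite elements and gene lists, direction and side were both kept.

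When genes and repeats together gave the factors, 1 result moved beyond 1.5 times or 1 SD, 1 kept its direction but lost the thresholds and 1 changed sign, and the cause was not tested. As ratios to WT, the Satellite total was at 1.26 in *E1E2 G9Gl*. Of the weakened results, the L1 total was at 0.97 in *6KO1*. After the change of sign, IMPB_01 was at -3.8e-04 in *6KO2*. Neither direction nor side changed for 106 counts, totals, satellite elements and gene lists and 39 single genes or elements.

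With DESeq2 size factors for totals, 1 result moved beyond 1.5 times or 1 SD, and the cause was not tested. As ratios to WT, the Satellite total was at 1.32 in *E1E2 G9Gl*. Direction and side were kept by 62 counts, totals, satellite elements and gene lists.

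With the correlation between genes estimated from the data, 17 results kept their direction but lost the thresholds, and the cause was not tested. The thresholds were lost where the mean of the interferon-stimulated genes was at 0.94 in *E1*, 2.18 in *E1 S1S2*, 4.44 in *6KO1*, 1.09 in *E2*, 2.71 in *E1E2*, 4.10 in *E1E2 G9Gl* and 2.34 in *6KO2*, the mean of the p53 targets was at 0.48 in *E1 S1S2*, -0.50 in *E1E2 G9Gl* and 0.65 in *6KO2*, the mean of the proliferation genes was at -0.22 in *6KO2*, the mean of the Parp genes was at 0.77 in *E1E2* and the mean of the ribosomal protein genes was at -0.37 in *E1 S1S2*, -0.89 in *6KO1*, -0.25 in *E2*, -0.81 in *E1E2 G9Gl* and -0.39 in *6KO2*. The means are the same as without this choice, and only the p-values moved. In 18 counts, totals, satellite elements and gene lists, direction and side were both kept.

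With the replicate number as a block, 1 result kept its direction but lost the thresholds and 2 kept their direction and came to pass the thresholds, and the cause was not tested. Of the weakened results, the mean of the Parp genes was at 0.77 in *E1E2*. Newly past the thresholds, the mean of the proliferation genes was at 0.11 in *E1* and the mean of the ribosomal protein genes was at -0.22 in *E1E2*. Neither direction nor side changed for 140 counts, totals, satellite elements and gene lists and 243 single genes or elements.

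Without a filter on low counts, 1 result changed sign, and the cause was not tested. After the change of sign, *Bbs9* was at -0.017 in *6KO2*. Direction and side were kept by 73 counts, totals, satellite elements and gene lists and 239 single genes or elements. Of the other single genes or elements, 3 came to pass the thresholds. For genes, the prior degrees of freedom were infinite without the filter, against 6.33 with it, and p-values fell by many orders, since the replicate spread of a single gene no longer entered them. Calls of genes kept without the filter are therefore no check on that spread.

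Each library of the compared conditions was left out in turn. For 975 fits of counts, totals, satellite elements and gene lists and 1403 fits of single genes, direction and side were kept. 33 and 28 fits reversed a sign, 7 and 12 lost the thresholds, 14 and 15 came to pass them, and 6 moved, and the cause was not tested. The number of repeat elements lower than in WT ran from 1 to 8 in *E1*, from 7 to 18 in *E1 S1S2* and from 12 to 21 in *E1E2*. The ERVK total ran from 0.87 to 1.05 in *E2* and from 0.88 to 1.07 in *E1E2*. The ERVL total ran from -0.047 to 0.18 in *E1*. The ERVL-MaLR total ran from -0.074 to 0.17 in *E1*, from -0.035 to 0.21 in *E2* and from -0.0056 to 0.24 in *E1E2*. The L1 total ran from -0.042 to 0.19 in *E1*, from 0.88 to 1.11 in *6KO1*, from -0.0018 to 0.23 in *E2* and from -0.018 to 0.22 in *E1E2*. IMPB_01 ran from -0.21 to 0.093 in *E1*, from -0.034 to 0.27 in *E1 S1S2*, from -0.075 to 0.23 in *6KO1*, from -0.027 to 0.27 in *E2*, from -0.14 to 0.16 in *6KO2* and from -0.13 to 0.016 in *6KO1* against *E1 S1S2*. MMSAT4 ran from -0.15 to 0.21 in *E1* and from -0.27 to 0.086 in *E2*. ZP3AR ran from -0.10 to 0.13 in *E1*, from -0.040 to 0.19 in *E2*, from -0.033 to 0.20 in *6KO2* and from -0.17 to 0.010 in *6KO1* against *E1 S1S2*. The mean of the proliferation genes ran from 0.061 to 0.18 in *E1*, from -0.021 to 0.10 in *E1 S1S2*, from -0.0028 to 0.12 in *E2*, from -0.036 to 0.085 in *E1E2*, from -0.11 to 0.0086 in *E1E2 G9Gl* and from -0.26 to -0.14 in *6KO2*. The mean of the Parp genes ran from 0.42 to 0.59 in *E2* and from 0.73 to 0.82 in *E1E2*. The mean of the ribosomal protein genes ran from -0.22 to 0.11 in *E1*, from -0.47 to -0.16 in *E1 S1S2*, from -0.34 to -0.040 in *E2*, from -0.32 to -0.017 in *E1E2* and from -0.49 to -0.19 in *6KO2*. *Bbs9* ran from -0.029 to 0.053 in *6KO2* and from -0.14 to 0.088 in *E2*. *Treml4* ran from -2.36 to 0 in *E1 S1S2* and from -2.36 to 0 in *E1E2 G9Gl*. *Zfp936* ran from 0 to 2.19 in *E1 S1S2*. *Suv39h1* ran from -0.042 to 0.0081 in *E1E2*. *Ehmt1* ran from -0.14 to 0.028 in *E1* and from -0.16 to 0.0058 in *E2*. *Parp6* ran from -0.13 to 0.056 in *6KO1*. *Parp16* ran from -0.079 to 0.23 in *6KO2*. *Cdk1* ran from -0.015 to 0.29 in *E1*. *Cdk4* ran from -0.14 to 0.024 in *E1*. *Cdk7* ran from -0.17 to 0.063 in *E1*. *Cdkn1a* ran from -0.083 to 0.033 in *E1*. *Mapk11* ran from -0.050 to 0.12 in *E1E2*.

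The depth limits genes with few counts. *Treml4* had a mean normalized count of 0.355 in WT and 0 in *E1 S1S2* and *E1E2 G9Gl*, and *Zfp936* 0 in WT and 0.302 in *E1 S1S2*, and the sign of these differences was not detectable at this depth. With every library thinned to 24736829 counts, 492 elements in place of 498 were upregulated in *E1E2 G9Gl* and 389 in place of 394 in *6KO1*. The 0 downregulated elements in *E1*, *E1 S1S2* and *E1E2* among those of mean normalized count above 100 stand beside 7, 13 and 12 with a lower count at an unadjusted p under 0.05. The balance of higher and lower repeat elements depends on the scaling, with 394 against 32 in *6KO1* by the gene factors and 231 against 97 by the repeat factors.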

Differences from the paper's values

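Of 7 values in the paper's text and 43 values read from its figures, 1 and 4 differ. A value counts as different when it is off by more than 1.5 times. For repeats it must also lie beyond 1 SD of the replicates, with the larger value above the WT level. The gene counts in the paper's text are within that limit, but each is higher here, also with DESeq2. In *6KO1*, for example, 3831 genes were upregulated here and 3427 in the paper. The paper states 50 M reads per sample, and the median total of the counts per library is 30.2 M. The first counts reads sequenced and the second counts assigned to genes and repeats, and none of the alternatives set before the data were examined changes the total. In the paper's Supplementary Fig. 2A, IMPB_01 in *E2* is at about 0.74 of WT, read by eye, and here it is at 1.11. Of the alternatives set before the data were examined, the value stays above the paper's but comes within 1.5 times of it with factors from the repeats alone (1.03), without WT replicate 2 (0.982) and without *E2* replicate 3 (1.08), and with none of the others. In the same figure, Supplementary Fig. 2A, the paper has MMSAT4 in *E1 S1S2* at about 0.76 of WT, read by eye, and here it is at 1.22. Among the alternatives set before the data were examined, factors from the repeats alone (0.991) and leaving out WT replicate 1 (1.12) bring the value within 1.5 times of the paper's, though still above it, and the others do not. The axis of the paper's Fig. 3b puts the LTR total of *6KO1* at about 2e+09 and the satellite total at about 5.3e+07, read by eye. The normalized counts here are 2217330 and 53833. None of the alternatives set before the data were examined closes either gap. Both of the paper's values lie above those here by about the same factor, so a single change of axis scale would nearly close both gaps.

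Some directions and rankings also differ. The paper names *Mapk11* among the upregulated MAP kinase genes of the mutant cells, and here it fell by 0.99 on the log2 scale in *6KO1*, with every alternative giving a fall. Among the pattern-recognition receptors it names as upregulated, *Tlr4* fell by 1.04 in *E1 S1S2*, with no alternative giving a rise. Among the p53 genes it names as increased, the change in *E1E2 G9Gl* was 0.19 for *Cdkn1a* and -0.18 for *Trp53inp1*, and no alternative brought either past the thresholds. The paper finds interferon signaling in all mutants but *Eset2* mutants, and here the interferon-stimulated genes had a mean log2 fold change of 1.09 in *E2*, past the threshold of the camera test under the alternatives set before the data were examined other than the correlation estimated from the data, under which the list passed in no mutant. The paper has the number of changed genes grow as more KMT are absent, and here it was 4674 in *E1E2 G9Gl* and 3848 in *6KO2*, and larger in *E1E2 G9Gl* under each alternative that kept all libraries. It has the number of derepressed ERV elements and their rise largest in the *6KO* lines. Here 327 LTR elements were upregulated in *E1E2 G9Gl*, 269 in *6KO1* and 190 in *6KO2*, and the LTR totals were 6.31, 6.05 and 4.54 times WT. The total was larger in *6KO1* than in *E1E2 G9Gl* with factors from the repeats alone (3.96 against 3.53) and without RLTR6-int (5.98 against 4.49), the second a setting chosen after seeing the values. With factors from the repeats alone the total of *6KO2*, at 3.62 times WT, was also above that of *E1E2 G9Gl*. Under each alternative that kept all libraries, more LTR elements were upregulated in *E1E2 G9Gl* than in either *6KO* line. It limits the derepression of satellites to cells without Suv39h enzymes, and here GSAT_MM was higher in *E1E2* by 1.12 and the satellite total of *E1E2 G9Gl* was 1.29 times WT, while under the scaling by repeats the first is under the thresholds and the second below WT. It gives the major satellite as the single satellite repeat upregulated in *E1 S1S2*, and here SYNREP_MM rose there by 2.48. It has ERVL elements unaltered in all mutants, and here the ERVL total rose by 0.69 in *6KO1* and 0.87 in *E1E2 G9Gl*, and by 0.075 and 0.030 when scaled by the repeats. The legend of its Supplementary Fig. 2 marks the ERVL changes of these same lines as significant.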

Other observations

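The tests in this part were chosen only after the results had been seen, except those of pseudogenes, of library depth and of whether most elements share the relation of MMVL30-int. For the gene lists, the splits of the libraries that part all same-numbered pairs were compared by the camera p. The numbers of splits, out of 4, with a p as small as the real one were, for the interferon-stimulated genes, 1 of the 4 splits in *E1*, *E1 S1S2*, *6KO1*, *E1E2* and *E1E2 G9Gl* and 2 of the 4 splits in *E2* and *6KO2*. For the p53 targets they were 1 of the 4 splits in *E1*, *E1 S1S2*, *6KO1*, *E1E2*, *E1E2 G9Gl* and *6KO2* and 3 of the 4 splits in *E2*, for the proliferation genes 2 of the 4 splits in *E1* and *E2*, 3 of the 4 splits in *6KO1* and *6KO2* and 4 of the 4 splits in *E1 S1S2*, *E1E2* and *E1E2 G9Gl*, for the Parp genes 1 of the 4 splits in *E1 S1S2*, *6KO1*, *E2*, *E1E2* and *6KO2* and 2 of the 4 splits in *E1* and *E1E2 G9Gl*, and for the ribosomal protein genes 3 of the 4 splits in *6KO1* and *E1E2 G9Gl* and 4 of the 4 splits in *E1*, *E1 S1S2*, *E2*, *E1E2* and *6KO2*. With 4 splits the share cannot be under 0.05. The other splits mix libraries of both conditions and keep part of any real difference, so where one gave a p as small this comparison does not tell whether the change is variation between libraries.

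The paper does not report ribosomal protein genes. The mean log2 fold change of 76 of them was -0.10 in *E1*, -0.37 in *E1 S1S2*, -0.89 in *6KO1*, -0.25 in *E2*, -0.22 in *E1E2*, -0.81 in *E1E2 G9Gl* and -0.39 in *6KO2*, and 26 were downregulated in *6KO1* and 16 in *E1E2 G9Gl*. The median shift of 72 of these genes was -0.77 in *6KO1* and -0.75 in *E1E2 G9Gl*. After regression on transcript length and GC content, it was -0.62 and -0.65. Without WT replicate 2, which differed most from the other WT libraries, the mean change was -0.69 and -0.60. Reads moving to pseudogenes would raise the pseudogenes, and the median of 107 ribosomal protein pseudogenes was -0.66 and -0.68. The mean log2 CPM of these genes was 5.91 to 6.05 in the libraries of *6KO1* and 6.04 to 6.11 in those of *E1E2 G9Gl*, all below the 6.66 to 7.22 of the WT libraries, although other splits of the libraries gave a camera p as small.

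More repeat elements were upregulated in *E1E2 G9Gl* than in *6KO1*. With every library thinned to the smallest total, the numbers were 492 and 389. With factors from the repeat counts they were 271 and 231, and in 10 of 10 settings the number was larger in *E1E2 G9Gl*. The scaling therefore does not account for the order. The *E1E2 G9Gl* libraries held 24737307 to 29778184 counts and the *6KO1* libraries 30047275 to 33801466. Depth would thus work against the order, and thinning could not have shown it as the source. Each line is 1 clone, and clone and genotype cannot be told apart.

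Over the 24 libraries, the deviations of MMVL30-int and of the interferon-stimulated genes from their condition means correlated at r = 0.937 (permutation p = 0.0676) and rho = 0.518 (permutation p = 0.0731), a single relation picked after the values had been seen. Without the 2 libraries farthest from the median, r was 0.806 (permutation p = 0.232). With a permutation p above 0.05 also over all libraries, whether the relation rests on those libraries cannot be told. Of 1207 elements, 2 had an r at least as high, so most elements do not share it. MMVL30-int in *E2* replicate 2 was at 0.521 of the mean of the other *E2* libraries. WT cells mixed into that library would also lower MuLV-int, which was at 0.996. No biological explanation was tested.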
